# Histone posttranslational modifications and cell fate determination: lens induction requires the lysine acetyltransferases CBP and p300

**DOI:** 10.1093/nar/gkt824

**Published:** 2013-09-12

**Authors:** Louise Wolf, Wilbur Harrison, Jie Huang, Qing Xie, Ningna Xiao, Jian Sun, Lingkun Kong, Salil A. Lachke, Murali R. Kuracha, Venkatesh Govindarajan, Paul K. Brindle, Ruth Ashery-Padan, David C. Beebe, Paul A. Overbeek, Ales Cvekl

## Abstract

Lens induction is a classical embryologic model to study cell fate determination. It has been proposed earlier that specific changes in core histone modifications accompany the process of cell fate specification and determination. The lysine acetyltransferases CBP and p300 function as principal enzymes that modify core histones to facilitate specific gene expression. Herein, we performed conditional inactivation of both CBP and p300 in the ectodermal cells that give rise to the lens placode. Inactivation of both CBP and p300 resulted in the dramatic discontinuation of all aspects of lens specification and organogenesis, resulting in aphakia. The CBP/p300^−/−^ ectodermal cells are viable and not prone to apoptosis. These cells showed reduced expression of Six3 and Sox2, while expression of Pax6 was not upregulated, indicating discontinuation of lens induction. Consequently, expression of αB- and αA-crystallins was not initiated. Mutant ectoderm exhibited markedly reduced levels of histone H3 K18 and K27 acetylation, subtly increased H3 K27me3 and unaltered overall levels of H3 K9ac and H3 K4me3. Our data demonstrate that CBP and p300 are required to establish lens cell-type identity during lens induction, and suggest that posttranslational histone modifications are integral to normal cell fate determination in the mammalian lens.

## INTRODUCTION

Cellular differentiation and organogenesis depend on precise temporal and spatial control of gene expression. During embryonic development, individual cell types are specified through the selective activation and repression of groups of genes. Genomic DNA in the nucleus is packaged as a nucleoprotein polymer termed chromatin. The structure of the chromatin plays an important role in regulating expression levels for individual genes. Eukaryotic cells alter chromatin structure primarily via posttranslational modifications (PTMs) of histones, and ATP-dependent remodeling of nucleosomes.

CBP (Crebbp, KAT3A) and p300 (Ep300, KAT3B) are two members of the KAT3 subfamily of histone K-acetyltransferases (HATs). The histone acetyltransferase family is composed of 20 distinct enzymes with various substrate specificities (1). Their major acetylation targets include histone H2A at lysine 5 (K5), histone H2B at K12, 15 and 20 and histone H3 at K14, 18 and 27. On histone H4, CBP and p300 preferentially modify K12 and K8 residues, respectively (2). Global H3 K18ac and K27ac levels are dramatically reduced in CBP and p300 double null mouse fibroblasts (3,4), suggesting that these HATs are chiefly responsible for these PTMs. H3 K27 acetylation is strongly correlated with active enhancers and promoters (5,6).

Gene targeting studies of p300 and CBP revealed that CBP and p300 are not fully redundant. Germline inactivation of p300 resulted in multiple defects in organogenesis, including defects in neural tube and heart formation, attributed to impaired proliferation of the p300 null cells (7). CBP null embryos developed abnormal blood vessels and massive hemorrhage that caused death at E10.5 (8). In addition, abnormalities were found in hematopoiesis, neural tube closure and embryonic growth. Loss of one copy of CBP was sufficient to induce defects in hematopoietic differentiation (9). The studies in mice are consistent with human genetic studies that identified CBP, and, less frequently, p300, as genes mutated in Rubinstein–Taybi syndrome (10). Patients typically have mental retardation, heart disease and malformed thumbs and toes, and often exhibit ocular defects including cataracts and glaucoma (10,11). To study CBP and p300 functions in specific cell types, conditional gene targeting was previously performed in T-cell lymphocytes (12), in renin-positive juxtaglomelular kidney cells (13) and in photoreceptors (14). These studies found that CBP and p300 are essential for T-cell formation (12), necessary for maintenance of renin cell identity (13) and required for photoreceptor-specific gene expression (14).

Lens induction provides an advantageous model system to study both cell fate determination and tissue morphogenesis (15–17). The phenomenon of embryonic induction involves commitment to, or specification of, a new cell fate resulting from the directed exchange of signals between the ‘inducing’ and ‘induced’ cells. In the case of the lens, induction is the final step in a multistage process (see Figure 1) (15,18,19). At the outset, lens bias and competence are transitional properties acquired by ectodermal cells located in proximity to the anterior neural plate within the preplacodal region (Figure 1, E8.0–E8.5) (20). Preplacodal cells give rise to the entire spectrum of cranial placodes, including the adenohypophyseal, olfactory, lens and otic placodes (21,22). The lens progenitor cells become positioned in the region of the head where the lens placodes will be induced (Figure 1, E8.5–E9.0) (23). Concurrently, mesoderm- and endoderm-derived tissues, sources of early inductive signals, retract from the head region, and the neuroectoderm/prospective optic vesicles extend bilaterally toward the ectoderm. This results in the lens-specification stage (Figure 1). At this stage, the presumptive lens cells are still developmentally flexible (24–26). Lens cell determination and lens morphogenesis are triggered when the bilateral optic vesicles come into contact with the overlying lens progenitor cells (15). The specified cells elongate and form the lens placodes (Figure 1, E9.5). Each lens placode subsequently invaginates to form a lens pit (Figure 1, E10.0–E10.5). This is accompanied by invagination of each optic vesicle to form an optic cup. Each lens pit seals around the edges and detaches from the surface ectoderm to form the lens vesicle. The posterior cells of the lens vesicle exit from the cell cycle and differentiate into the highly elongated primary lens fiber cells (27).

**Figure 1.**
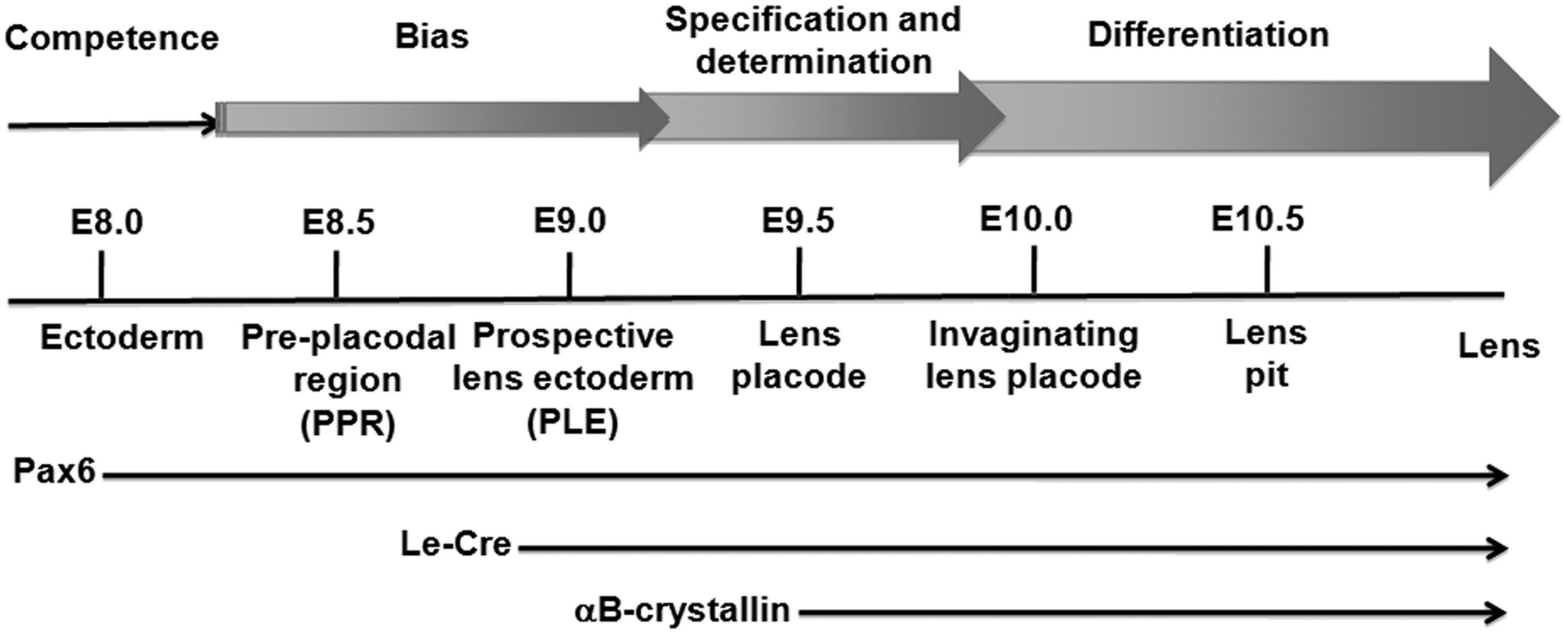
Schematic overview of lens induction in the mouse embryo. Top: Earlier experiments have defined four stages of lens development termed competence, bias, specification and determination, and differentiation (15–21). Middle: Stages of lens morphogenesis are shown at 0.5 day intervals. Lower: Horizontal arrows indicate the timing of expression of the endogenous Pax6 gene, the Le-Cre transgene and the endogenous αB-crystallin gene.

The molecular events that define the cellular commitment to a new differentiation program during lens induction, and during induction in general, are not yet fully understood. At the level of chromatin, it has been proposed that the nuclear organization of chromosomes as well as the local organization of individual genes may be altered, and, may thereby govern the formation of individual differentiated cell types (28,29). Alternatively, or concurrently, a wide range of chromatin modifications may be used to establish novel patterns of gene expression. Core histone PTMs, including acetylation/deacetylation and methylation/demethylation, are postulated to play major roles in chromatin organization and in gene regulation, and thus may play critical roles in cell fate determination (30,31). It has not yet been determined which of these alterations are central to the inductive process in any cell type.

Chromatin remodelers are proposed to partner with specific DNA binding transcription factors that recruit them to individual regulatory domains, including promoters and enhancers. Genetic studies in mice have demonstrated that a group of three transcription factors (Pax6, Six3 and Sox2) are required for lens progenitor cell formation (32,33). The commonly shared chromatin remodelers that are known to interact with these factors are CBP and p300 (34). In this study, we aimed to analyze the function of these remodelers in lens development. Our data demonstrate that CBP and p300 are required, redundantly, for lens induction, and demonstrate markedly reduced levels of H3 K18ac and H3 K27ac in the mutated prospective lens ectoderm.

## MATERIALS AND METHODS

### Ethics statement

Animal husbandry and experiments were conducted in accordance with the approved protocol of the Albert Einstein College of Medicine Animal Institute Committee and the ARVO Statement for the use of animals in Ophthalmic and Vision Research.

### Mouse work: crosses

The CBP^flox/+^ (35), p300^flox/+^ (12) and Le-cre (36) lines of mice have been described previously. Cre/GFP expression in Le-Cre mice begins between E8.5 and E9.0, and its expression is restricted to the derivatives of surface ectoderm and is not expressed in the retina (36) (Figure 1). Genotyping of these alleles by polymerase chain reaction (PCR) was conducted with primers described elsewhere (12,36). We also used a second line of mice, termed Pax6-Cre mice, to obtain Cre expression specifically in lens progenitor cells. Unlike the Le-Cre mice, the Pax6-Cre mice do not express Cre in the pancreas. The Pax6-Cre DNA construct was assembled using the following sequences cloned into the Litmus 28 vector: a 1.3 kb HincII to NsiI fragment containing the mouse Pax6 ocular epithelial enhancer from the full-length Pax6 promoter (37) (provided by Dr Peter Gruss, Max-Plack-Institute for Biophysical Chemistry), a 975-bp SalI to BglII fragment containing the mouse P0 Pax6 promoter and transcription initiation site (from −915 to +60), a 1.7-kb EcoRI fragment from pMC1-Cre (38) (obtained from Dr Kirk Thomas, University of Utah) containing the Cre coding sequences followed by neo sequences and an HSV TK polyA sequence, and a 900-bp sequence from SV40 including the small t antigen intron and the early region polyA sequences. This construct does not have the pancreatic enhancer that is present in the Le-Cre mice. The Pax6-Cre transgene (5 kb) (Supplementary Figure S1A) was purified after digestion of the plasmid with SpeI and SacI, then injected into one-cell stage FVB mouse embryos as described (39). Mice were screened by PCR using tail genomic DNA and Cre specific primers, sense: 5′ ATG CTT CTG TCC GTT TGC C 3′, antisense: 5′ CAA CAC CAT TTT TTC TGA CCC 3′, yielding a 650 bp product. In this manuscript, we use the following shorthand nomenclature. Mice with one floxed allele are termed CBP^fl/wt^ or p300^fl/wt^, while mice that are homozygous are CBP^fl/fl^ or p300^fl/fl^. In the presence of a Cre transgene, the floxed alleles are conditionally inactivated in the presumptive lens ectoderm, so we refer to these heterozygous embryos as CBP^wt/−^ or p300^wt/−^ and the homozygotes as CBP^−^^/−^ or p300^−^^/−^. Mice that are both CBP^−^^/−^ and p300^−^^/−^ are termed the double conditional knockout (DCKO) or double mutant mice.

### Hematoxilin and eosin staining, β-galactosidase (X-gal) staining and gross histology

Hematoxilin and eosin staining of paraffin sections was conducted by the Albert Einstein College of Medicine Histotechnology and Comparative Pathology Core Unit. Images were taken with an Axioskop II or AxioObserver Z1 microscope with Axiovision software (Carl Zeiss, Thornwood, NY, USA). Embryos from timed matings of Pax6-Cre mice to ROSA26 reporter mice (abbreviated as R26R) (40), were stained for lacZ activity by incubation with X-gal as previously described (41). After examination and photography, embryos were processed in ethanol and Histoclear (National Diagnostics) and embedded in paraffin for sectioning. Tissue sections were counterstained with Nuclear Fast Red (Poly Scientific).

### Immunofluorescence

Dissected embryos were fixed in 10% formalin or 4% paraformaldehyde overnight. Formalin-fixed embryos were then dehydrated in an ethanol gradient. Tissues were processed, embedded in paraffin and sectioned at 5 µm. Paraffin sections were incubated for 1 h at 60°C, deparaffinized in xylene three times for 5 min, 100% ethanol twice for 3 min, followed by incubation in 95, 80 and 70% ethanol for 1 min each. Antigen retrieval was done by boiling the slides in 10 mM sodium citrate (pH 6.9) for 20 min in a vegetable steamer. Slides were cooled for 20 min and washed twice with phosphate buffered saline (PBS) for 10 min. Embryos fixed in paraformaldehyde were cryoprotected in 30% sucrose, embedded in optimal cutting temperature (OCT) medium and cryosectioned at 7 µm. Slides were washed twice in PBS for 10 min. From here on, both paraffin and frozen sections were processed using the same procedure. Slides were blocked for 30 min at room temperature with Image-iT® FX signal enhancer (Molecular Probes) and washed twice for 10 min in PBS. Slides were incubated with primary antibodies [diluted in PBS containing 1% bovine serum albumin (BSA) and 0.1% Triton-X] overnight at 4°C. Slides were then washed twice in PBS for 10 min and incubated with the secondary antibody (diluted in PBS containing 1% BSA and 0.1% Triton-X) plus 4′,6-diamidino-2-phenylindole (DAPI) (1:50 000, Molecular Probes) for 45 min at room temperature. Sections were washed twice for 10 min in PBS and mounted with VectaShield fluorescent mounting media (Vector).

Primary antibodies used are as follows: Pax6 (1:500, Covance, PRB#278 P); Six3 (1:500, provided by Drs Wei Liu and Guillermo Oliver); Foxe3 [1:500, provided by P. Carlsson (42)]; Sox2 (1:1000, Chemicon, AB5603); αA-crystallin (1:1000, Santa Cruz, sc-22743); αB-crystallin (1:500, Enzo Life Science, ADI-SPA-223); Prox1 (1:2000, Abcam, ab37128); GFP (1:500, Invitrogen, A-11122); H3 K9ac (1:1000, Abcam, ab4441); H3 K18ac (1:100, Abcam, ab1191); H3 K27ac (1:1000, Abcam, ab4729); H3 K4me3 (1:000, Millipore, 07-473); H3 K27me3 (1:1000, Millipore, 07-449); H4 K8ac (1:1000, Abcam, ab15823); H4 K12ac (1:1000, Abcam, ab46983); anti-CBP (1:100, Santa Cruz Biotechnology, A-22); anti-p300 (1:500, Santa Cruz Biotechnology, C-20). Secondary antibodies for immunofluorescence were Alexa Fluor 568 goat anti-rabbit IgG (1: 500, Molecular Probes, A11011) and Alexa Fluor 488 goat anti-rabbit IgG (1:500, Molecular Probes, A11008). Imaging was conducted as previously described (43).

### Quantification of immunofluorescence

The intensities of the immunofluorescence signals of Pax6, Six3, Sox2, H3K9ac, H3K18ac, H3K27ac, H3K4me3 and H3K27me3 in the lens placode and optic vesicle from three sequential slides of each of two embryos from two litters were measured by Image J software from NIH (http://rsbweb.nih.gov/ij/) with a fixed threshold. The tissue areas were outlined in the software program to quantify the total fluorescence within each tissue. The signals were normalized by using the staining in optic vesicle (OV) as an internal control, as in previous published studies from our group (44). Student *t*-tests were performed by R-project tool (http://www.r-project.org/) to establish the significance of changes of the protein levels in wild type (WT) and DCKO mouse PLE.

### BrdU and TUNEL analysis

Proliferation was analyzed by intraperitoneal injection of timed pregnant females with 100 µg BrdU per gram of mouse body weight (45). The females were sacrificed 2 h after injection and embryos were harvested. Yolk sac DNA was used for genotyping. Immunostaining of paraffin sections for BrdU was performed by the Histotechnology and Comparative Pathology Core Unit (AECOM). TUNEL labeling was conducted on paraffin sections using the DeadEnd Fluorometric TUNEL System (Promega). Slides were deparaffinized, rehydrated and TUNEL labeling was performed according to manufacturer’s instructions.

### Laser microdissection of E10.5 mouse embryos and RNA expression profiling

CBP/p300^fl/fl^; Pax6-Cre-positive and -negative E10.5 mouse embryos were genotyped, frozen in OCT medium, sectioned and the lens placode region microdissected using a Leica LMD 6000 laser microdissection system. Total RNAs were reverse transcribed and amplified using the NuGEN Pico system, as described previously (46). Amplified cDNAs from three WT and three double knockout (KO) embryos of each genotype were analyzed on Illumina Mouse6-V2 Bead Chip whole-genome microarrays. Transcripts that were significantly altered in expression in the WT and KO embryos were determined using Illumina GenomeStudio software after cubic spline normalization. The initial data analysis was based on *P* < 0.05 and < 0.01. A list of significantly decreased transcripts (*P* < 0.001 after correction for multiple comparisons) was generated and compared with a list of differentially expressed genes in Pax6 null surface ectoderm (46,47), and to the list of genes with lens-enriched expression in the iSyTE database (48). The NCBI Gene Expression Omnibus reference series for Pax6 and CBP/p300 data sets is GSE49219. The iSyTE accession number is GSE32334.

## RESULTS

### Mice with conditional deletion of CBP or p300 CKO display normal lens morphology

Previous KO studies have shown that CBP and p300 null mice are embryonic lethal at approximately E9.0 (7,8). To study the roles of these transcriptional co-activators in lens development, conditional knockout (CKO) CBP and p300 embryos were generated by crossing CBP*^flox^* or p300*^flox^* mice (12) with a novel Pax6-Cre line, which was designed to express Cre recombinase (driven by a Pax6 lens enhancer/promoter) in the lens and corneal precursor cells of the embryonic head ectoderm but not in the pancreas (see Supplementary Figure S1). To verify tissue specificity of the Cre recombinase, we crossed the Pax6-Cre transgenic mice with the Rosa26R LacZ reporter line (40) (see Supplementary Figure S1B). At E10.5, whole mount and tissue sections from bigenic embryos showed LacZ expression specifically in the lens vesicle (see Supplementary Figure S1C and D). By E12.5, we detected LacZ expression throughout the lens (Supplementary Figure S1D), as well as in the corneal (Supplementary Figure S1D), conjunctival and the eyelid epithelial cells, in scattered cells within the retinal neuroectoderm (Supplementary Figure S1D) and in a streak of facial epidermal cells derived from the presumptive ectoderm (Supplementary Figure S1C). Whole mount embryos also exhibited LacZ expression in the forelimbs and digits but not in the pancreas (Supplementary Figure S1C). Mice from Pax6-Cre line OVE1644 were crossed to mice carrying a floxed CBP or floxed p300 allele. Bigenic mice were then inbred to create mice that were Cre positive and homozygous for one of the floxed genes. At postnatal day 26–28, mice with homozygous conditional deletion of CBP or p300 showed no signs of ocular defects when compared with WT mice (Figure 2A–C).

**Figure 2.**
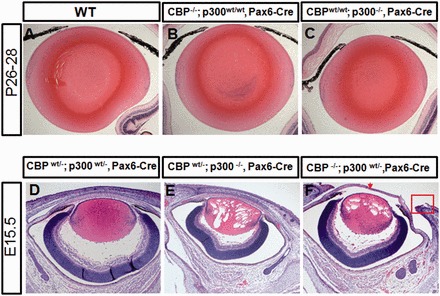
Disrupted lens fiber cell homeostasis following the loss of either combination of three CBP and p300 alleles. (**A**) Normal lens in WT 4-week-old mouse. (**B**) Normal lens appearance of the CBP^−/−^ CKO. (**C**) Normal lens appearance of the p300^−/−^ CKO. (**D**) Normal lens morphogenesis in the double CBP^wt/−^/p300^wt/−^ heterozygous (control) E15.5 embryo. (**E**) Lens fiber cell differentiation in CBP^wt/−^/p300^−/−^ embryo is accompanied by extensive formation of vacuoles. (**F**) In CBP^−/−^/p300wt^/−^ embryos, lens fiber cells also display a similar pattern of vacuolization. In addition, these E15.5 embryos show a defect in eyelid closure (red box) as well as a thinner cornea (red arrow). Pax6-Cre was used for conditional gene inactivation.

### Compound effects of CBP and p300 inactivation during mouse eye development

The lack of a lens phenotype from the inactivation of CBP or p300, as well as data from previous KO studies, suggested that CBP and p300 are functionally redundant (13). To address this possibility, Pax6-Cre CBP/p300 compound mutant mice were generated. Histological analysis revealed that E15.5 CBP^wt/−^; p300^wt/−^ double heterozygous embryos did not have any distinctive lens defects (Figure 2D). However, E15.5 embryos with conditional inactivation of both alleles of p300 and one allele of CBP showed numerous vacuoles in lens fiber cells (compare Figure 2D and E). Lenses in which CBP was absent and one p300 allele was mutated also displayed lens vacuolization (Figure 2F). In addition, these embryos had a thinner corneal stroma and showed failure of eyelid closure (Figure 2F). These data suggest that lens fiber cells require at least two functional alleles of either CBP or p300, and that one functional allele of p300 cannot fully compensate for loss of CBP during corneal and eyelid development.

### Lens placode morphogenesis is disrupted in CBP/p300 double mutants

We next analyzed the phenotypic impact of the loss of both CBP and p300 during lens induction (Figure 3). For this purpose, we used not only the Pax6-Cre mice but also Le-Cre mice where Cre/GFP expression has previously been shown to begin between E8.5 and E9.0 (36) (Figure 1). At E9.0, we did not find any overt differences in the prospective lens ectoderm (head surface ectoderm) between the WT and the double mutant embryos (genotype analyzed: CBP^−^^/−^; p300^−^^/−^, Le-Cre; data not shown). In WT as well as in double heterozygous mouse embryos, the surface ectoderm adjacent to the optic vesicle thickens at E9.5, forming the lens placode (Figure 3A, A’ and G). During this stage, CBP/p300 double mutants formed a structure morphologically similar to the normal lens placode although it was less thickened (Figure 3B, B’ and H). By E10.5, the normal lens placode has invaginated to form a lens pit/early lens vesicle and the neuroepithelium of the optic vesicle has invaginated to form the optic cup (Figure 3C and I). However, the double KO embryos failed to form a lens pit (Figure 3D and J). In addition, the optic vesicle did not invaginate to form the optic cup although the distal optic vesicle was formed (compare Figure 3C and I with 3D and J). At E11.5, the lens vesicle and optic cup have formed in the double heterozygous ‘control’ embryos (Figure 3K). In the mutant embryos, eye development is severely disrupted, with the absence of lens tissue and the presence of a mis-folded retina that protrudes from the head (Figure 3L). At E14.0 and E15.5, while eye development has progressed normally with the formation of differentiating cornea, lens and retina in the double heterozygous ‘control’ embryos, development of the anterior segment and retina in the mutant embryos is severely compromised (compare Figure 3E and F, 3M and N). The defects elicited using Le-Cre for the DCKO of CBP and p300 were comparable with those obtained using Pax6-Cre (Figure 3), implying that the modified Pax6 promoter in the Pax6-Cre mice is active by E8.5–E9. Anophthalmia is visible in DCKO newborn mice (Supplementary Figure S2).

**Figure 3.**
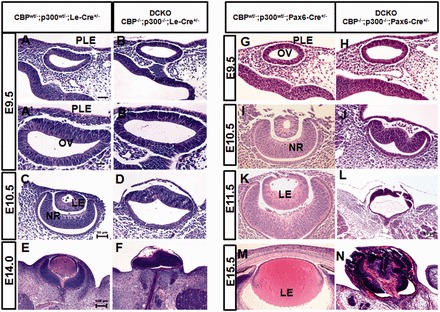
Lenses are not induced in CBP/p300 double mutants (DCKO). (**A–F**) DCKO embryos with the Le-Cre line. At E9.5, the overlying lens ectoderm appears morphologically similar in ‘control’ double heterozygous (A, A’) and double mutant embryos (B, B’). Higher magnifications are shown in panels A’ and B’. At E10.5, the ‘control’ embryo forms a lens vesicle (C). No lens vesicle is formed in the double mutant (D). At E14, the ‘control’ embryo shows a well-developed lens (E). In the CBP/p300 double null mutant, the malformed eye lacks the lens, and retinal and anterior segment development is compromised (F). (**G–N**) DCKO experiments with the Pax6-Cre line. At E9.5, presumptive lens ectoderm appears normal in the double heterozygous ‘control’ (G) and the double mutant embryo (H). At E10.5, the lens vesicle has formed in the ‘control’ embryo (I) but is absent in the double mutant (J). At E11.5, primary lens fiber cell differentiation has initiated in the ‘control’ embryo (K) while no rudimentary lens structure is present in the double mutant (L). At E15.5, the ‘control’ embryo shows a growing lens (M). In the CBP/p300 double null mutant, the malformed eye extrudes from the embryo’s head (N). Abbreviations: PLE, presumptive lens ectoderm; OV, optic vesicle; LE, lens; NR, neural retina.

### Depletion of CBP and p300 does not block S phase entry and does not induce apoptosis in the presumptive lens ectodermal cells

To confirm that gene targeting of CBP and p300 resulted in depletion of these proteins in the head surface ectoderm, we conducted immunofluorescence analyses using specific antibodies. CBP^wt/−^; p300^wt/−^ embryos showed normal eye formation and were used as ‘controls’ (Figure 4). Both CBP and p300 were found in the lens placode, surface ectoderm, optic cup and periocular mesenchyme (Figure 4A). In contrast, levels of both proteins were substantially reduced in the E9.5 DCKO presumptive lens ectoderm (Figure 4A, indicated by white arrowheads), but not in the optic vesicles (Figure 4A). We next tested whether the aphakic phenotype in the CBP/p300 double mutants could be attributed to defects in cell cycle entry and/or to apoptosis as shown for Six3 mutants (49). BrdU labeling at E10.5 revealed a reduced number of proliferative cells in the double mutant surface ectoderm in comparison with the CBP^wt/−^; p300^wt/−^ (Figure 4B, compare panels A’ and B’), but some cells are still BrdU positive. TUNEL labeling did not show any apoptotic cells within the E10.5 mutant surface ectoderm (Figure 4B, white arrow, compare panels C’ and D’). In addition, ectodermal cells of E12.5 DCKO embryos stained positive for green fluorescent protein (GFP) expression from the Le-Cre transgene (see Figure 4C, panels D” and E”). This provides further evidence that the CBP/p300 double mutated ectoderm-like cells are viable. We conclude that Cre-mediated recombination of the floxed CBP and p300 alleles terminate expression of these enzymes in the surface ectoderm. In addition, our data show that the loss of lens formation is not due to death or disappearance of the lens progenitor cells.

**Figure 4.**
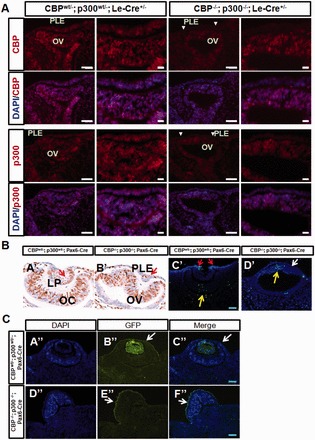
Characterization of CBP/p300 double CKO prospective lens ectoderm. (**A**) Immunostaining for CBP and p300 proteins. Both proteins are depleted in E9.5 mutant (CBP^−/−^; p300^−/−^; Le-Cre^+/−^) presumptive lens ectoderm cells (indicated by white arrowheads) but are detected in the double heterozygous (CBP^wt/−^; p300^wt/−^; Le-Cre^+/−^) ‘control’ ectoderm. The panels on right are higher magnifications of images shown on left. (**B**) Cell proliferation and apoptosis assays in E10.5 embryos. BrdU immunohistochemical staining is shown in the lens pit of a ‘control’ embryo (A’, red arrow). Less BrdU staining is apparent in the ectoderm area of the CBP/p300 DCKO embryo (B’, red arrow). TUNEL labeling is shown in panels C’, D’. Apoptotic cells are not found at the ectoderm of the double mutant (D’, white arrow). In the ‘control’ embryo, apoptosis can be seen in cells (red arrow) at the boundary between the invaginating lens pit and the adjacent surface ectoderm. In both embryos, a cluster of apoptotic cells is seen in the central domain of the retinal neuroblasts (yellow arrows). (**C**) Visualization of GFP expression from the Le-Cre/GFP transgene. GFP expression is driven by the Pax6 promoter in this transgene (36). The GFP staining in the DCKO mutant surface ectoderm at E12.5 (E”, F”, white arrows) provides evidence that the presumptive lens cells are not dying. Moreover, continuous expression of GFP suggests that these cells are not changing their identity after loss of CBP and p300 expression. Panels A”, B” and C”, double heterozygote control; panels D”, E” and F”; DCKO. GFP, green; DAPI, blue. White arrows point to the GFP-positive ectoderm-like cells. Abbreviations: PLE, presumptive lens ectoderm; LP, lens pit; OC, optic cup; OV, optic vesicle. Scale bar = 50 µm.

### Lens cell fate specification and determination is altered in CBP/p300 double mutants

Lens progenitor cells are characterized by the expression of the transcription factors Pax6 (36), Six3 (49) and Sox2 (50). Immunostaining for Pax6 in the surface ectoderm at E9.0 did not show any marked difference in expression between CBP^wt/−^; p300^wt/−^ and CBP; p300 null embryos (data not shown). At E9.5, in CBP^wt/−^; p300^wt/−^ embryos, Pax6 is highly expressed throughout the entirety of the invaginating lens placode (Figure 5A). Interestingly, in the mutant ectoderm, Pax6 expression was retained, but the signal was reduced (Figure 5A). Reduced amounts of Six3 and Sox2 were also found in the mutated surface ectoderm compared with the CBP^wt/−^; p300^wt/−^ invaginating lens placode (Figure 5B and C). Staining intensities for Pax6, Six3 and Sox2 were quantified and the results are shown in Figure 5I and Supplementary Figure S3. Expression of Pax6 was also evaluated at E10.5 and E11.5 stages. The results show persistently reduced expression of Pax6 in DCKO mutants (Supplementary Figure S3). Foxe3, a lens-specific marker of lens induction (42), is expressed in CBP^wt/−^; p300^wt/−^ embryos in the invaginating lens pit (Figure 5D). In CBP/p300 DCKO mutants, expression of Foxe3 was undetected in the presumptive lens ectoderm (Figure 5D). Loss of Foxe3 induction is consistent with the aborted lens formation in the CBP/p300 double mutants. Prox1 is a DNA-binding transcription factor required for expression of γ- (52) and β-crystallins (53,54). Immunofluorescence staining for Prox1 in E11–E11.5 CBP^wt/−^; p300^wt/−^embryos showed Prox1 positive cells predominantly in the posterior part of the lens vesicle as previously reported (55) (Figure 5F). No Prox1 staining was detected in the CBP/p300 double mutant embryos (Figure 5F). Expression of crystallins has been proposed to define the ‘determined state’ for lens progenitor cells (Figure 1) (15). Immunofluorescence staining for αA- and αB-crystallins was conducted in both CBP^wt/−^; p300^wt/−^and DCKO mutant embryos. Expression of both crystallins was confirmed in CBP^wt/−^; p300^wt/−^ embryos, but neither protein was detected in mutant ectoderm (Figure 5G and H). Thus, lens cell determination, i.e. the formation of committed lens progenitor cells marked by the expression of α-crystallins, was not achieved in the CBP/p300 double mutants.

**Figure 5.**
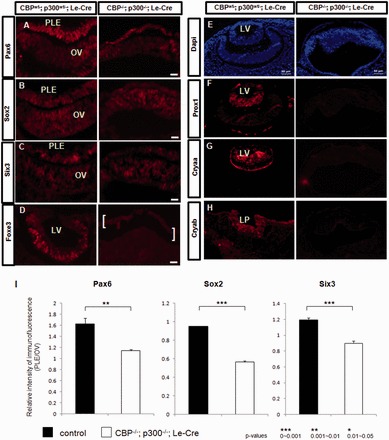
Altered expression of lens cell lineage markers. Immunofluorescent detection of (**A**) Pax6; (**B**) Sox2; (**C**) Six3; (**D**) Foxe3; (**E**) DAPI; (**F**) Prox1; (**G**) αA-crystallin; (**H**) αB-crystallin; and (**I**) Quantitative analysis of Pax6, Sox2 and Six3 expression. In double heterozygous ‘control’ embryos as well as in WT embryos (36,51), expression of Pax6 is upregulated in the presumptive lens ectoderm. In contrast, in DCKO embryos, Pax6 expression is not upregulated (see also quantitative data in Supplementary Figure S3). Expression of Sox2 and Six3 is also reduced in the DCKO PLE (I). FoxE3 expression is readily detected in the cells of the ‘control’ lens vesicle (D), but is not detected in the DCKO PLE in the area between the white brackets (D). Strong Prox1 staining is present in the ‘control’ lens vesicle, but Prox1 is not detected in the DCKO (F). Both αA- and αB-crystallin are expressed in the developing ‘control’ lenses (G, H). In contrast, the mutated prospective lens ectodermal cells do not express these proteins (G, H). Panels (A–C) are E10.5 embryos, panels (E–H) are E11.0–11.5. Abbreviations: LP, lens pit; LV, lens vesicle; PLE, presumptive lens ectoderm; OV, optic vesicle. Scale bar = 50 µm.

To gain additional insights into the status of the presumptive ectoderm, we examined expression of p63, E-cadherin and α-actin. Transformation-related protein 63 (p63), a transcription factor from the p53/p63/p73 gene family (56), is proposed to function in the commitment, development and maintenance of epithelial cells (57,58). This factor also serves as a marker for highly proliferative stem-like cells (59,60). In CBP^wt/−^; p300^wt/−^ embryos, we found that p63 was expressed in the surface ectoderm of the presumptive cornea and within the lens vesicle cells attached to this surface ectoderm, but p63 expression was silenced in the cells that had invaginated to form the lens pit. In contrast, in CBP/p300 mutants, we found complete loss of p63 expression within this region (Supplementary Figure S4, compare panels A and B), implying that p63 expression requires CBP/p300 or that p63 silencing does not require histone acetylation. Cadherins are cell adhesion molecules, which have been shown to be important in lens vesicle separation, lens epithelial cell adhesion and survival (61). During lens development, N-cad, P-cad and E-cad have distinct spatial and temporal patterns of expression (62). Cadherins form protein complexes with catenins, and these complexes associate with F-actin. We analyzed both F-actin and E-cadherin in the E11.0–E11.5 CBP/p300 double mutants. Expression of E-cadherin does not change between the ‘control’ CBP^wt/−^; p300^wt/−^ and DCKO mutant embryos (Supplementary Figure S4, compare panels C and D). Based on phalloidin staining, F-actin in the double heterozygous lens precursor cells exhibited the typical pattern of higher apical localization (Supplementary Figure S4E, G). F-actin in the mutant embryo was more symmetric, with strong staining both apically and basally in some cells (Supplementary Figure S4, compare panels G and H).

### Identification of differentially expressed genes in lens placode/surface ectoderm between WT and CBP/p300 DCKO embryos

To identify genes whose expression is altered upon loss of CBP and p300 during lens placode formation, we performed whole-genome RNA expression profiling using bead microarrays (Illumina) to evaluate the transcriptome of the mutated surface ectoderm. 

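Tissue of the lens placode region at E10.5 was profiled on 6 bead arrays, 3 of WT and 3 of CBP/p300 DCKO, in which both acetyltransferase genes are deleted from the head surface ectoderm. By the article's methods, the embryos were CBP/p300 fl/fl, with Pax6-Cre in the DCKO and without it in the WT. The sample records name the latter genotype wild type. The sources differ on the replicates: the article describes 3 biological replicates per genotype, whereas the sample records describe RNA of 3 embryos per genotype that was pooled before it was amplified in triplicate. If the pool was shared, the spread between arrays is technical and p-values measure only that spread. The sample records name the WT tissue lens placode and the DCKO tissue surface ectoderm. Each array carries 45281 probes, of which 18081 to 19769 were detected per WT array and 18724 to 19551 per DCKO array at a detection p under 0.05. The median signal before normalization was 198 to 235 in WT and 193 to 201 in DCKO. The authors exported bead intensities and detection p-values from GenomeStudio, and separately deposited intensities that were background-subtracted and normalized. From the intensities without normalization, the background was modelled with the detection p-values, 16 was added and the arrays were quantile normalized on the log2 scale (neqc in limma). The 19552 probes detected on at least 3 arrays were tested with limma, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05. A gene with several tested probes is given by the probe with the highest mean over all 6 arrays. This brightest probe can be one that falls less in DCKO than the gene's other probes. Where a called probe was undetected on all or some arrays of a genotype, its fold is given as a lower bound. For those arrays the bound takes their dimmest detected probes. It concerns the fold between genotype means, leaves out the spread between arrays, and single arrays can differ by less.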

We compared gene expression levels in E10.5 WT and CBP/p300 DCKO head surface ectoderms. The RNAs were isolated following laser microdissection as described in ‘Materials and Methods’ section. Three sets of biological replicates (3 WT and 3 KO) were analyzed by Illumina MouseWG-6 v2.0 Expression BeadChip. Statistical and bioinformatics analyses were performed as described in ‘Materials and Methods’ section. In the CBP/p300 null embryos, we initially identified 2418 transcripts that were significantly differentially expressed when compared with the WT head surface ectoderm/lens placode. Among them, 1569 were significantly decreased and 849 were increased in expression (*P* < 0.05). 

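The arrays of a genotype resembled each other more than they resembled the other genotype. Across the tested probes, Pearson correlations were 0.930 to 0.934 between WT arrays, 0.878 to 0.883 between DCKO arrays and 0.837 to 0.857 between genotypes. In total 895 probes were called by limma. The groups did not overlap for 5355 of the tested probes, or 27.4%, against 10% by chance with 3 arrays against 3.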

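Crybb3, a beta-crystallin, fell at least 85.0-fold, Cryge, a gamma-crystallin, at least 37.8-fold, and Cx3cl1, which encodes the chemokine fractalkine, at least 34.4-fold. Nupr1, Htra3, Vit, Crygd and Anxa1 fell at least 24.9-, 22.6-, 24.5-, 22.1- and 21.3-fold, and each of these was undetected on every DCKO array. Cryba1 fell at least 32.3-fold and Cyp4v3 at least 29.5-fold. In the other direction, Wfdc2 rose at least 27.6-fold, with log2 levels of 5.21 ± 0.55 (SD, n = 3) in WT and 10.35 ± 0.084 (SD, n = 3) in DCKO, and Gstt3 rose at least 18.7-fold. Capsl, the homeobox gene Dlx2, the epithelial GTPase gene Rab25 and Pnma2 rose at least 12.9-, 11.5-, 14.0- and 8.99-fold, having been undetected on every WT array. Pkp3, a desmosomal plakophilin gene, rose at least 15.4-fold, Grhl2, an epithelial transcription factor gene, at least 14.7-fold and Bnipl at least 11.1-fold, and the keratin gene Krt7 was at log2 levels of 5.29 ± 0.35 (SD, n = 3) in WT and 8.90 ± 0.67 (SD, n = 3) in DCKO. Cryba1 was detected on 1 DCKO array, Cyp4v3 was detected on 2 DCKO arrays, Wfdc2, Gstt3 and Krt7 were detected on 1 WT array and Pkp3, Grhl2 and Bnipl were detected on 2 WT arrays. The dimmer tested probe of Htra3 did not pass. Altogether 549 probes, or 61.3% of those called by limma, were lower in DCKO and 346 were higher. Of these, 294 were lower and 129 higher by a fitted fold of at least 4. The counts were smaller with 5 arrays: without WT replicate 1, 2 or 3, limma called 196, 211 or 170 probes lower and 75, 81 or 59 higher, and without DCKO replicate 1, 2 or 3, 398, 354 or 382 lower and 222, 200 or 184 higher.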

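Of 32 genes of Table 1 with a named probe, 27 were lower, 0 were higher and 5 did not pass the test. The table was chosen on these samples and is not independent evidence of its direction. Mip (Entrez gene 17339, chromosome 10 of GRCm38 from 128225810 to 128231812), the lens water channel, fell 21.8-fold, from log2 levels of 11.62 ± 0.14 (SD, n = 3) in WT and 7.18 ± 0.082 (SD, n = 3) in DCKO. Jag1, a Notch ligand, fell 23.9-fold and Tgfb2, a secreted growth factor, at least 17.3-fold. The cadherin gene Cdh2 fell at least 9.16-fold, Adamts18 10.8-fold, Crim1 4.71-fold, Sfrp1, a Wnt antagonist, 7.02-fold, and Tdrd7, which encodes a component of RNA granules, at least 4.46-fold. Grifin and Adamtsl4 fell at least 4.96- and 3.64-fold. Cdh2 and Tdrd7 were detected on 1 DCKO array and Tgfb2 was detected on 2 DCKO arrays. The genes that did not pass by their brightest probe were Sparc, Mab21l1, Meis1, Crygn and Pax6. Sparc had a log2 fold change of -1.16 (standard error 0.27, adjusted p = 0.0685), Mab21l1 a log2 fold change of -0.58 (standard error 0.28, adjusted p = 0.308) and Meis1 a log2 fold change of -0.32 (standard error 0.25, adjusted p = 0.537). The probes of these genes disagreed, since dimmer probes of Sparc, Mab21l1 and Meis1 were called lower by limma, with log2 fold changes of -3.60 and -2.31 for Sparc and -1.32 for Mab21l1 and a fall of at least 4.06-fold for Meis1, detected on 1 DCKO array. On every WT array the Sparc probe at -2.31 was brighter than the reported one, at 11.48 to 11.56 against 10.84 to 11.13. The dimmer probe of Sfrp1 was undetected on every DCKO array and fell at least 18.9-fold (adjusted p = 5.81e-04 from limma). Of 2 dimmer tested probes of Adamts18, 1 was lower and 1 did not pass. Of 2 dimmer tested probes of Crim1, 1 was lower and 1 did not pass. Without 1 array, calls ended for Adamts18 without WT replicate 1, 2 or 3 or DCKO replicate 1 (adjusted p = 0.0582 to 0.0925), Tdrd7 without WT replicate 1 or 3 (adjusted p = 0.0632 to 0.0679) and Adamtsl4 without WT replicate 3 (adjusted p = 0.0554).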

Selected differentially expressed genes known to be relevant to lens morphogenesis or lens function (*P* < 0.001) are shown in Table 1. Notably, expression of a number of crystallin genes, including Crybb3, Cryge, Crygd and Cryba2, was reduced >100-fold. 

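All 13 measured crystallin genes, which encode the refractive proteins of the lens, had lower mean levels in DCKO, and 10 of them passed the test (13 when adjusted over the list alone). Crygb, which did not pass, overlapped between genotypes. Its log2 level on DCKO replicate 1 was 8.11, within the WT range of 7.43 to 8.78, against 4.98 and 4.73 on the other DCKO arrays. Crybb3 (Entrez gene 12962, chromosome 5 of GRCm38 from 113075839 to 113082236) fell at least 85.0-fold (adjusted p = 2.75e-04 from limma), from a log2 level of 11.84 ± 0.13 (SD, n = 3) in WT, and was undetected on every DCKO array. Cryge was at 10.67 ± 0.054 (SD, n = 3) in WT and 4.94 ± 0.20 (SD, n = 3) in DCKO and Crygd at 9.90 ± 0.13 (SD, n = 3) in WT and 4.78 ± 0.34 (SD, n = 3) in DCKO, also undetected there. Cryba2 fell at least 7.26-fold, Cryaa at least 11.7-fold and Crygs at least 5.40-fold, while Cryab, which stayed detected on every DCKO array, fell 13.0-fold. Crygc fell at least 12.1-fold and Crybb2 at least 3.33-fold. Crygn was at 8.45 ± 0.34 (SD, n = 3) in WT and 6.45 ± 1.07 (SD, n = 3) in DCKO (adjusted p = 0.0983 from limma) and did not pass. Crygc and Crybb2 were detected on 1 DCKO array and Crygn was detected on 2 DCKO arrays. The dimmer tested probe of Crygd did not pass. The calls did not hold for Crygs without WT replicate 2 (adjusted p = 0.0616) and Crybb2 without WT replicate 2 or 3 (adjusted p = 0.0729 to 0.0745). The list's median log2 fold change was -3.70, or -3.55 with undetected genes at their bound, and it shifted down by camera (adjusted p = 2.60e-18, and adjusted p = 0.00766 with an estimated correlation). Of the list, 11 of 13 measured genes are in the decreased column of Supplementary Table S1, chosen on these samples. The gamma-crystallin genes are close paralogs whose probes may share signal, and bounds for genes undetected in DCKO are limited by array background.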

We next compared these results with genes that were differentially expressed in Pax6 null ectoderm (46,47). A total of 231 transcripts were decreased in expression in both the Pax6 and CBP/p300 CKOs (*P* < 0.05), including the DNA-binding transcription factors MafB, c-Maf, Sox2, Otx1, Prox1, Pitx3, Foxe3 and Zeb2. These data show that the disrupted lens placode formation in both Pax6 and CBP/p300 mutants is caused through shared molecular mechanisms that converge on a set of genes critical for lens lineage formation, and for subsequent stages of lens development. 

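Among lens transcription factor genes, Prox1 (Entrez gene 19130, chromosome 1 of GRCm38 from 190118035 to 190170827), which drives fibre differentiation, fell 26.1-fold, from log2 levels of 12.40 ± 0.16 (SD, n = 3) in WT and 7.70 ± 0.78 (SD, n = 3) in DCKO. Maf fell 5.86-fold, Zeb2 7.14-fold, Pitx3 at least 5.21-fold and Sox2 2.26-fold, the last with a log2 fold change of -1.17 (standard error 0.24, adjusted p = 0.0459) from limma. Otx1 was higher in DCKO, at log2 levels of 5.20 ± 0.28 (SD, n = 3) in WT and 7.86 ± 0.75 (SD, n = 3) in DCKO, a rise of at least 5.19-fold (adjusted p = 0.0217), and was detected on 1 WT array and 3 DCKO arrays. Foxe3 was detected on 2 WT arrays and on 0 DCKO arrays, too few for the test, at 5.72 ± 0.61 (SD, n = 3) in WT and 5.09 ± 0.22 (SD, n = 3) in DCKO. Of 18 measured lens transcription factors, 7 were lower, 1 was higher and 10 did not pass (9 lower and 1 higher when adjusted over the list alone). The list shifted down by camera (adjusted p = 2.77e-04, and adjusted p = 0.0468 with an estimated correlation). The shift is not independent evidence, since 13 of 18 measured members are in the decreased column of Supplementary Table S1, chosen on these samples. Pitx3 was detected on 1 DCKO array. The dimmer tested probe of Sox2 did not pass. Of 4 dimmer tested probes of Zeb2, 2 were lower and 2 did not pass. Among the lower ones was the Zeb2 probe with the highest mean in WT. It was undetected on every DCKO array and fell at least 28.3-fold (adjusted p = 5.18e-04 from limma). For Mafg, whose brightest probe did not pass, the dimmer tested probe was lower; for Eya1, whose brightest probe did not pass, of 3 dimmer tested probes, 1 was lower, 1 was higher and 1 did not pass. With 5 arrays, no call was made for Sox2 without WT replicate 1, 2 or 3 or DCKO replicate 1, 2 or 3 (adjusted p = 0.0659 to 0.152), Pitx3 without WT replicate 1, 2 or 3 or DCKO replicate 2 or 3 (adjusted p = 0.0953 to 0.156) and Otx1 without WT replicate 1, 2 or 3 (adjusted p = 0.0699 to 0.0941). The called members of the list numbered 3 without WT replicate 1, 3 without WT replicate 2, 3 without WT replicate 3, 4 without DCKO replicate 2 and 5 without DCKO replicate 3. The Pax6 comparison was not analysed here.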

Among the genes that were decreased in CBP/p300, but not in Pax6 CKOs, previous genetic studies demonstrated that specific genes, including BMP7 (85), Cited2 (81), Bcor (86), Sox11 (87,88) and N-Myc (89), play unique roles in lens development. 

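Mycn (Entrez gene 18109, chromosome 12 of GRCm38 from 12936093 to 12941836), which encodes the proto-oncoprotein N-Myc, fell 4.00-fold, with log2 levels of 8.41 ± 0.18 (SD, n = 3) in WT and 6.41 ± 0.59 (SD, n = 3) in DCKO (adjusted p = 0.0289 from limma). Cited2, which encodes a CBP/p300-binding transactivator, fell 2.49-fold (adjusted p = 0.0416 from limma). The corepressor gene Bcor had a log2 fold change of -1.54 (standard error 0.45, adjusted p = 0.117), and Sox11 a log2 fold change of 0.25 (standard error 0.22, adjusted p = 0.575), so neither passed. All 4 tested Sox11 probes were above an adjusted p of 0.05. The dimmer tested probe of Cited2 did not pass. Calls ended for Mycn without WT replicate 1, 2 or 3 or DCKO replicate 2 (adjusted p = 0.0529 to 0.109) and Cited2 without WT replicate 1, 2 or 3 or DCKO replicate 2 or 3 (adjusted p = 0.0848 to 0.144).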

Transcripts that showed the most statistically significant decreases in expression both in the absence of Pax6 and in the absence of CBP/p300 are highlighted in Supplementary Table S1.

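Of the 40 genes that Supplementary Table S1 lists for both comparisons, 32 had a tested probe, and 26 of these were lower in DCKO, 0 were higher and 6 did not pass. The list was chosen on these samples and is not independent evidence. Besides crystallin genes, Pdgfra, a receptor tyrosine kinase gene, fell 12.1-fold, the calcium channel gene Trpm3 12.1-fold, Tnc, which encodes the matrix protein tenascin C, 8.79-fold, and the guidance factor gene Slit2 7.10-fold. Fn1 had a log2 fold change of -0.062 (standard error 0.33, adjusted p = 0.944) from limma and Has2 a log2 fold change of -1.29 (standard error 0.34, adjusted p = 0.0945). The Fn1 value is that of its brightest probe. A dimmer Fn1 probe, which did not pass either, was at log2 levels of 9.82 to 9.87 in WT and 8.47 to 9.20 in DCKO, without overlap. Data of the Pax6 mutant were not analysed here.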

**Table 1.** Transcripts with known function in the lens that decreased significantly in CBP/p300 knockout E10.5 lens placodes (listed in order of decreasing statistical significance)

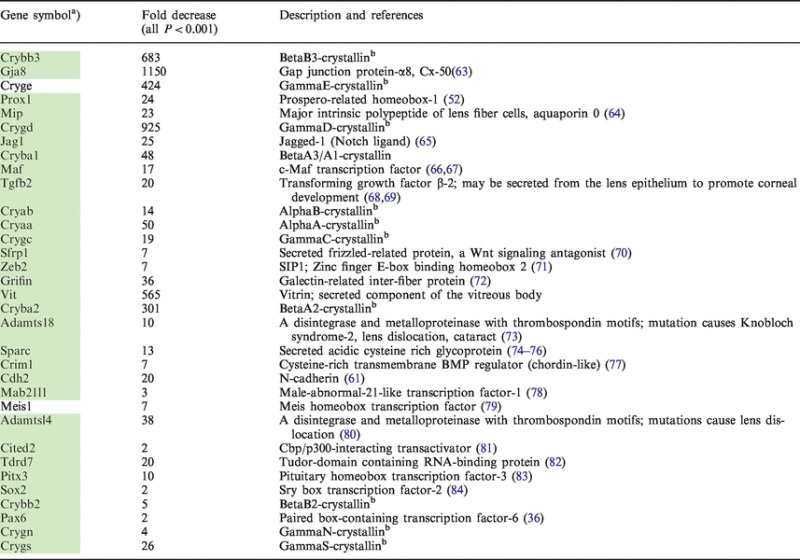

^a^Genes shown in green field can be also found in the iSyTE.

^b^The primary function of the crystallin genes is assumed to be their contribution to the transparency and refractive power of the lens.

We also compared the transcripts that were decreased in the CBP/p300 mutant ectoderm to genes in the iSyTE database. The iSyTE database contains transcripts that are preferentially expressed in the developing lens, compared with the whole embryo (48). Of the top 563 transcripts that were significantly decreased in expression in the CBP/p300 mutants (*P* < 0.01), 205 (36%) were preferentially expressed in the lens either at E10.5, E11.5 or E12.5 (*P* < 0.004) (Supplementary Table S1). 

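Of the 205 lens-enriched genes of Supplementary Table S1, 185 had a tested probe, 123 were lower in DCKO, 0 were higher and 62 did not pass by limma. Their median log2 fold change was -1.93. Over the table's whole column of decreased transcripts, 492 genes had a tested probe, of which 249 were lower and 243 did not pass, with a median log2 fold change of -1.54 and 470 fold changes below 0. Both columns were chosen on these samples and are not independent evidence. Of the 281 genes called lower, 123, or 43.8%, are in the lens-enriched column. The overlap with the decreased column numbered 92 without WT replicate 1, 98 without WT replicate 2, 79 without WT replicate 3 and 163 without DCKO replicate 2. The full lens database was not used here.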

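When genes were ranked by the p-value of limma, 37 of the 50 genes most significantly lower in DCKO, or 74%, were in the lens-enriched column of Supplementary Table S1. That column holds genes the article had already called decreased on these samples, so the share is not independent evidence.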

Notably, the top 50 differentially expressed genes in CBP/p300 mutants include 34 (68%) genes identified by the iSyTE analysis (Supplementary Table S1). Overall, the transcripts that are dependent for their expression on CBP/p300 at E10.5 include both ‘lens-enriched’ transcripts and transcripts that are expressed in other cell types during embryogenesis.

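Genes of lens fibres and genes typical of other cells were both among those lower in DCKO. Of 11 measured macrophage markers, 6 were lower, 0 were higher and 5 did not pass (11 lower when adjusted over the list alone). Aif1 and Mpeg1, typical of macrophages, fell at least 15.6- and 17.8-fold, and Tyrobp fell at least 8.29-fold. The list shifted down by camera (adjusted p = 1.26e-11, and adjusted p = 0.0358 with an estimated correlation), and 7 of 11 measured markers are in the decreased column of Supplementary Table S1, chosen on these samples. Of 4 erythroid markers, 1 was lower, the globin gene Hba-a1, which fell 3.31-fold, and 3 did not pass. All 4 had negative log2 fold changes. Hbb-bs, a globin gene not counted in the list, was called lower by limma on separate probes, by at least 6.13-fold (adjusted p = 0.0273) and 5.04-fold (adjusted p = 0.0127). The list shifted down by camera (adjusted p = 0.0279), a call lost at adjusted p = 0.124 with an estimated correlation. Of 7 markers of periocular mesenchyme and neural crest, 1 was lower, Pdgfra, and 2 were higher. Log2 fold changes were above 0 for 6 of the 7, with a median of 1.26. Among 5 endothelial markers limma called 0, with 1 lower at an unadjusted p under 0.05, and among 4 optic vesicle and retina markers it called 0, with 1 lower and 1 higher at that threshold. Of 4 neuronal markers 1 was higher, Isl1, by at least 4.88-fold. Tyrobp was detected on 1 DCKO array and Isl1 was detected on 1 WT array. Of 2 dimmer tested probes of Aif1, 1 was lower and 1 did not pass. For Adgre1, whose brightest probe did not pass, the dimmer tested probe was lower; for Prrx1, whose brightest probe was higher, of 2 dimmer tested probes, 2 did not pass; for Neurog2, whose brightest probe did not pass, the dimmer tested probe was higher. Leaving out 1 array ended the calls of Tyrobp without WT replicate 1, 2 or 3 (adjusted p = 0.0521 to 0.0704), Hba-a1 without WT replicate 1, 2 or 3 (adjusted p = 0.0852 to 0.100) and Isl1 without WT replicate 1 or 3 (adjusted p = 0.0541 to 0.0548).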

### Disrupted histone acetylation patterns in the mutated ectoderms

Finally, to examine histone PTMs during normal and aborted lens placode formation, we used antibodies against specific acetylated and methylated histone H3 proteins. Levels of H3 K9ac, a modification known to be catalyzed by HATs other than the CBP/p300 KAT3 subfamily (1), were not significantly altered (Figure 6A, A’). In contrast, in the double mutant presumptive lens ectoderm, H3 K18ac and H3 K27ac were markedly reduced (Figure 6B, B’ and C, C’) as further shown by quantitative analysis of the immunofluorescence data (Figure 6F). We also examined H4 K8ac and K12ac PTMs. In E9.5 embryos, the levels of these modifications were low compared with E12.5 mouse embryos (Supplementary Figure S5). No changes of H4 K8ac and H4 K12ac were found between the E9.5 control and DCKO embryos (Supplementary Figure S5). Interestingly, acetylation of H4 in the E12.5 lenses seemed to be increased during the initial stages of fiber cell formation (Supplementary Figure S5C’ and F’). We next assayed for changes in the methylation status of histone H3. Although we found no changes using antibodies that recognize H3 K4me3, we did see a subtle increase in H3 K27me3 (Figure 6D–F). Collectively, our data show that inactivation of CBP/p300 results in reduced expression of both proteins followed by selective reduction in acetylated H3 K18 and K27 in the mutated head ectoderm. Consequently, the lens progenitor cells attenuate expression of many transcripts encoding proteins critical for lens development and lens morphogenesis. 

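Structural genes of the lens fell together. Of 13 measured genes of lens fibres and lens structure besides crystallins, 12 were lower and 0 were higher, with a median log2 fold change of -3.44, also with undetected genes at their bound, and a shift down by camera (adjusted p = 1.24e-17, and adjusted p = 0.00766 with an estimated correlation). Some of these genes were taken from Table 1, and 12 of 13 are in the decreased column of Supplementary Table S1, both chosen on these samples. Of 17 lens capsule and basement membrane genes, 4 were lower, 0 were higher and 13 did not pass (9 lower and 1 higher when adjusted over the list alone). Nid1, which encodes the basement membrane linker nidogen, fell at least 26.0-fold (adjusted p = 5.22e-04 from limma). Nid1 was detected on 2 DCKO arrays. The dimmer tested probe of Nid1 did not pass. For Col4a5, whose brightest probe was lower, the dimmer tested probe did not pass. For Col4a6 and Sparc, whose brightest probes did not pass, 2 of 2 dimmer tested probes of each gene were lower. Of the list, 9 of 17 are in that column. The called members of the list numbered 1 without WT replicate 1, 1 without WT replicate 2 and 1 without WT replicate 3. More members were called with another background correction or with none. In contrast, of 15 surface ectoderm and epidermal genes, 0 were lower, 6 were higher and 9 did not pass (1 lower and 11 higher when adjusted over the list alone). Cldn6 and Cldn7, which encode claudins of epithelial tight junctions, had log2 fold changes of 3.39 and 3.17. The called members of the list numbered 3 without WT replicate 1, 3 without WT replicate 2 and 3 without WT replicate 3. Macrophage markers were lower on the same arrays. From the loss of CBP and p300 and the lower acetylation of H3 K18 and K27 in the mutant ectoderm, the paper concludes that lens progenitor cells reduce many transcripts that lens development needs.

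**Figure D1:**
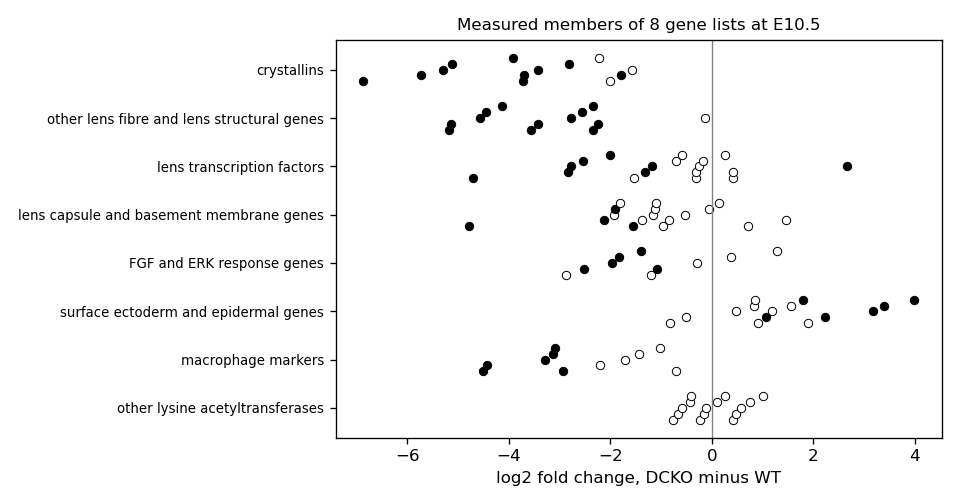
Log2 fold change, DCKO minus WT, of each measured member of 8 gene lists. Each point is a gene by its brightest probe, filled where limma called it at an adjusted p under 0.05, and vertical spread within a list only separates points. Values of genes undetected in a genotype depend on the background. Measured crystallin genes all lie below 0, and 13 of 15 surface ectoderm and epidermal genes lie above it.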

The processes of lens induction and lens cell specification progress no further.

**Figure 6.**
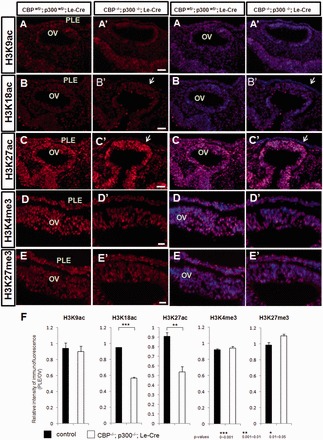
Patterns of histone acetylation and methylation. Immunofluorescence, two left columns; immunofluorescence/DAPI, two right columns. Detection of H3 K9ac in control (**A**) and mutated embryos (A’). Detection of H3 K18ac in control (**B**) and mutated embryos (B’). Detection of H3 K27ac in control (**C**) and mutated (C’) embryos. Detection of H3 K4me3 in control (**D**) and mutated (D’) embryos. Detection of H3 K27me3 in control (**E**) and mutated (E’) embryos. Quantitative analysis of immunofluorescence of H3K9ac, K18ac, K27ac, K4me3 and K27me3 (**F**). Levels of H3 K18ac and H3 K27ac are markedly reduced (white arrows) in the presumptive lens ectodermal cells of the double CKO embryos. The presumptive lens ectoderm showing normal levels of histone PTMs is labeled by yellow arrow. Quantitative analyses of histone acetylation in presumptive lens ectoderm (PLE) are shown in (F). Abbreviations: PLE, presumptive lens ectoderm; OV, optic vesicle.

## DISCUSSION

The present data demonstrate that CBP and p300 are essential genes for lens induction. The data suggest that KAT3 HAT activity, mediated by CBP and p300 is required in the Pax6-expressing prospective lens cells for lens induction. Almost all molecular and morphological aspects of lens placode development (Figure 1) are severely disrupted within ∼12 h after the targeted inactivation of both CBP and p300 by Le-Cre. This result supports the notion that the presumptive competent lens precursor cells are uncommitted and developmentally flexible before the arrival of the optic vesicle (24–26). The absence of expression of Foxe3, Prox1 and αA- and αB-crystallins provides strong evidence that lens determination (Figure 1) is not achieved.

In addition, our results suggest that acetylation of core histones, and possibly other substrates, plays a central role in the process of commitment to the lens differentiation program. Although 18 additional KATs are found in mouse genome, they do not compensate for the loss of CBP and p300. The discontinuation of lens cell determination occurred concomitant with a significant reduction in global acetylation of H3 K18 and K27 residues in the prospective lens ectoderm (Figure 6).

In the double CBP/p300 mutant embryos, the aborted state of lens development phenocopies the defects that are seen following conditional inactivation of the mouse Pax6 gene using the Le-Cre driver (33,36). The previous detection of a Pax6-p300 complex, shown in nuclear extracts from pancreatic β-cells (90), suggests that CBP/p300 and Pax6 may be coordinately recruited to a common set of target genes (91). At the molecular level, RNA expression profiling revealed that 231 (14.7%) of 1569 differentially downregulated transcripts are shared between the CBP/p300 and Pax6 conditional gene targeting models. This difference between genes downstream of Pax6 and CBP/p300 may reflect the fact that CBP/p300 can be targeted to other sites in the genome by other transcription factors in addition to Pax6 (90), that Pax6 may interact with other co-activators at certain target sites in the genome, and/or the fact that the CBP/p300 double mutants continue to express Pax6 in the mutated ectoderm. 

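Pax6 (Entrez gene 18508, chromosome 2 of GRCm38 from 105668896 to 105698410), the transcription factor gene at the top of lens induction, stayed detected on every array. Its brighter probe was at log2 levels of 11.93 ± 0.13 (SD, n = 3) in WT and 11.22 ± 0.082 (SD, n = 3) in DCKO, a log2 fold change of -0.71 (standard error 0.21, adjusted p = 0.118) from limma, and its dimmer probe had a log2 fold change of -1.02 (standard error 0.24, adjusted p = 0.0721). Neither passed, although WT and DCKO levels did not overlap for either probe.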

Although Pax6 expression is moderately reduced in the CBP/p300 double mutant ectoderm, this would not explain the defects in lens placode formation as inactivation of one Pax6 allele delays lens placode formation but does not eliminate lens formation (51). The reduced expression of many genes that are critical for lens formation, including c-Maf, Foxe3, Otx1, Pitx3, Prox1, Six3, Sox2 and Zeb2, supports the idea that depletion of CBP and p300 disrupts the ‘core’ Pax6-dependent genetic machinery of lens cell fate determination and differentiation (Six3 ⇆ Pax6 ⇆ Sox2). 

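Six3 (Entrez gene 20473, chromosome 17 of GRCm38 from 85613608 to 85626191), a homeobox gene of lens and forebrain, was at log2 levels of 8.74 ± 0.082 (SD, n = 3) in WT and 8.57 ± 0.73 (SD, n = 3) in DCKO, a log2 fold change of -0.17 (standard error 0.39, adjusted p = 0.857) from limma, and WT and DCKO levels overlapped. Its other tested probes had log2 fold changes of -0.26 and 0.98, and neither passed. The paper found less Six3 protein in the mutant ectoderm by immunofluorescence, against double heterozygous controls. These RNA levels do not test that result.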

Many of the downregulated genes are included in the iSyTE database of genes (48) (Supplementary Table S1), a database that contains a highly enriched population of lens disease genes and serves as a unique resource for novel gene discoveries (82). Taken together with cataracts found in many patients with CBP mutations (10,11), we propose that the genes that are downregulated in the CBP/p300 mutants provide an additional source of candidate genes for human cataracts.

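Bmp7 (Entrez gene 12162, chromosome 2 of GRCm38 from 172868012 to 172940321) was at log2 levels of 7.82 ± 0.33 (SD, n = 3) in WT and 7.55 ± 0.82 (SD, n = 3) in DCKO, a log2 fold change of -0.27 (standard error 0.44, adjusted p = 0.790) from limma, and WT and DCKO levels overlapped. Of 9 BMP ligands and response genes, 0 were lower, 3 were higher and 6 did not pass (3 higher when adjusted over the list alone). The genes that rose were Bmp4, a ligand of the same family, at least 6.67-fold, and Msx1 and Id2, targets of BMP signalling, at least 3.19-fold and 2.59-fold. The list shifted up by camera (adjusted p = 0.0142), a call lost at adjusted p = 0.101 with an estimated correlation. Bmp4 and Msx1 were detected on 2 WT arrays. The dimmer tested probe of Bmp4 did not pass; of 2 dimmer tested probes of Id2, 1 was higher and 1 did not pass. With 1 array fewer, limma did not call Bmp4 without WT replicate 1 or 2 or DCKO replicate 1, 2 or 3 (adjusted p = 0.0822 to 0.143), Msx1 without WT replicate 1 or 3 (adjusted p = 0.0502 to 0.0578) and Id2 without WT replicate 1, 2 or 3 or DCKO replicate 1, 2 or 3 (adjusted p = 0.0663 to 0.135). The called members of the list numbered 0 without WT replicate 1, 1 without WT replicate 2, 1 without WT replicate 3, 1 without DCKO replicate 1, 1 without DCKO replicate 2 and 1 without DCKO replicate 3.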

The CBP/p300-regulated group of genes includes BMP7 (85,92) (not in Supplementary Table S1, *P* < 0.01, but in the 1569 gene list, *P* < 0.05). Although BMP4 and BMP7 are growth factors required for lens progenitor cell formation (85,92–94), the CBP/p300-dependent expression of BMP7 in the lens placode could be important for autocrine signaling within the surface ectoderm. In addition, lens morphogenesis, but not lens induction, requires the FGF receptors (95,96). The nuclear targets of FGF signaling in the lens are poorly characterized. Nevertheless, studies of FGF signaling in other systems have shown key roles for AP-1 and Ets transcription factors (97,98). 

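Etv5 (Entrez gene 104156, chromosome 16 of GRCm38 from 22381313 to 22439570) fell 5.71-fold, with log2 levels of 10.57 ± 0.18 (SD, n = 3) in WT and 8.06 ± 0.57 (SD, n = 3) in DCKO and a log2 fold change of -2.51 (standard error 0.33, adjusted p = 0.0131) from limma. Jun, which encodes c-Jun, was at 7.67 ± 0.77 (SD, n = 3) in WT and 6.47 ± 1.49 (SD, n = 3) in DCKO, a log2 fold change of -1.19 (standard error 0.78, adjusted p = 0.451), was detected on 2 DCKO arrays, and its levels overlapped between genotypes. Of 10 FGF and ERK response genes, 5 were lower, 0 were higher and 5 did not pass (6 lower and 1 higher when adjusted over the list alone). Etv1, another Ets factor gene, fell 3.92-fold and Dusp6, which encodes a phosphatase of ERK, 2.62-fold. The list shifted down by camera (adjusted p = 0.00139), a call lost at adjusted p = 0.0538 with an estimated correlation. The decreased column of Supplementary Table S1, chosen on these samples, holds 6 of 10 measured members. Of 2 dimmer tested probes of Dusp6, 1 was lower and 1 did not pass. Not called with 5 arrays were Etv5 without WT replicate 1, 2 or 3 (adjusted p = 0.0557 to 0.0673), Etv1 without WT replicate 3 (adjusted p = 0.0501) and Dusp6 without WT replicate 1, 2 or 3 or DCKO replicate 2 or 3 (adjusted p = 0.0519 to 0.0962). The called members of the list numbered 1 without WT replicate 1, 2 without WT replicate 2, 0 without WT replicate 3, 3 without DCKO replicate 1, 2 without DCKO replicate 2 and 3 without DCKO replicate 3.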

Reduced expression of c-Jun, an AP-1 factor and Etv5/ERM, an Ets factor, is found in the CBP/p300-depleted PLE. Interestingly, both c-Jun and Etv5/ERM are expressed in the embryonic lens vesicle in temporal/spatial patterns, suggesting they may play a role in lens differentiation (Q.X. and A.C., unpublished data).

Our data demonstrate that commitment to the lens cell differentiation program does not occur in the absence of CBP and p300. Although acetylation of H3 K18 and K27 can be catalyzed *in vitro* by other enzymes, such as PCAF, Tip60 and SRC-1, our results show that CBP and p300 catalyze these modifications in the cells of the mouse lens placode. Low abundance of H4 K8ac and H4 K12ac in the presumptive lens ectoderm of E9.5 mouse embryos suggests that these H4 modifications are not required for lens induction. The presence and distribution of other acetylated versions of the histones, such as H3 K14ac and H3 K23ac, H2A K5ac, H2B K12ac and K15ac, and H4 K5ac, remain to be determined in the lens placode. It has previously been proposed that histone PTMs are needed to establish cell type memory during embryonic development (31,99,100). Our results provide *in vivo* support for this prediction because we show that CBP and p300 are necessary for the coordinated embryonic determination of cellular identity for all of the cells that normally form the lens. Another possibility is that the mutant lens cells can no longer acetylate certain critical transcription factors that are expressed in the preplacodal surface ectoderm including Etv1/ER81 (101), Ets1 (102), GABPα (103), CtBP2 (104) and/or β-catenin (105). Interestingly, β-catenin inhibits lens formation and its activity is blocked in the surface ectoderm (106). These two modes of CBP/p300 action are not mutually exclusive.

Abnormal lens fiber cell differentiation in mouse embryos with one remaining functional allele of either CBP or p300 is in agreement with earlier studies of these proteins in the lens. The function of CBP and p300 in lens development was first probed using lens-specific expression of a T-antigen mutant (E107KΔ) in transgenic mice (107). This truncated protein, which was known to associate with CBP/p300 and to interfere with their functions, was found to severely impair the lens fiber cell differentiation program (107,108). Additional studies indicated a direct interaction of CBP/p300 with c-Maf (109), a regulator of crystallin gene expression (66,67,110–114). Co-transfection of c-Maf and CBP/p300 activated the αA-crystallin promoter in cell culture reporter assays (109). Expression of CBP is upregulated in differentiating lens fibers (115). In contrast, expression levels of p300 are similar in both lens epithelium and lens fibers (115). Chromatin immunoprecipitation studies previously identified both CBP and p300 at the mouse αA-crystallin locus (115). Finally, a study of patients with Rubinstein–Taybi syndrome caused by mutations in CBP found 15 congenital cataracts in 81 case reports (11).

Our CBP and p300 gene dosage studies suggest that, in the absence of p300, a single functional allele of CBP is sufficient for normal corneal development and eyelid closure, but in the absence of CBP, a single functional allele of p300 is no longer sufficient for these developmental pathways. It is noteworthy that expression of p300 is paradoxically higher than CBP in the cornea and eyelid (115). In addition, a single residual allele of either CBP or p300 is sufficient for lens formation but insufficient to allow lens fiber cells to maintain their normal phenotype.

In summary, CBP and p300 are required redundantly for successful progression down the pathway of lens differentiation. Our data indicate that they are required for the conversion of competent lens progenitor cells to determined (committed) lens cells, a process that is relatively irreversible. CBP and p300 proteins coordinately regulate the expression of a large cohort of critical genes, and they are important enzymes that determine the levels of acetylated K18 and K27 residues in histone H3 tails in the lens precursor cells. These enzymes may help to establish an epigenetic signature on the genes that are central to the lens differentiation program. We propose that lens cell fate may be achieved in part through the establishment of the requisite histone code (100,116,117) on a widespread cohort of genes that are essential for this unique differentiation program. The location/map (or plat) of these histone modifications, which could be referred to as a histoplat, may establish or dictate cellular identity and may represent a critical aspect of the partitioning system that is implemented to allow a single genome to be reconfigured as necessary to provide the distinct gene expression patterns that are needed to specify a collection of distinct embryonic and adult cell types.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

## FUNDING

NIH [EY014237 to A.C., EY014237S1 to A.C., EY04853 to D.C.B., EY021505 to D.C.B. and S.A.L.]; Ocular Development Fund (PAO); unrestricted departmental grants from Research to Prevent Blindness to the Departments of Ophthalmology and Visual Sciences at the Albert Einstein College of Medicine and Washington University School of Medicine; Microarray analysis by the Genome Technology Access Center at Washington University was supported in part by a grant to the Institute of Clinical and Translational Sciences [UL1 TR000448]; Irma T. Hirschl Career Scientist Award (to A.C.). Funding for open access charge: NIH [EY014237 to A.C.].

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: Histone posttranslational modifications and cell fate determination: lens induction requires the lysine acetyltransferases CBP and p300
**Source:** Nucleic Acids Res. 2013 Sep 12;41(22):10199–214. doi: 10.1093/nar/gkt824
**Supplement:** Supplementary Data

Histone posttranslational modifications and cell fate determination: lens induction requires the lysine acetyltransferases CBP and p300 — Histone posttranslational modifications and cell fate determination: lens induction requires the lysine acetyltransferases CBP and p300 — Supplementary Data 

# Histone posttranslational modifications and cell fate determination: lens induction requires the lysine acetyltransferases CBP and p300

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file
- Supplementary Data - xlsx file

# Supplementary material for: Histone posttranslational modifications and cell fate determination: lens induction requires the lysine acetyltransferases CBP and p300
**Source:** Nucleic Acids Res. 2013 Sep 12;41(22):10199–214. doi: 10.1093/nar/gkt824
**Supplement:** Supplementary Data

Supplementary Figure S1

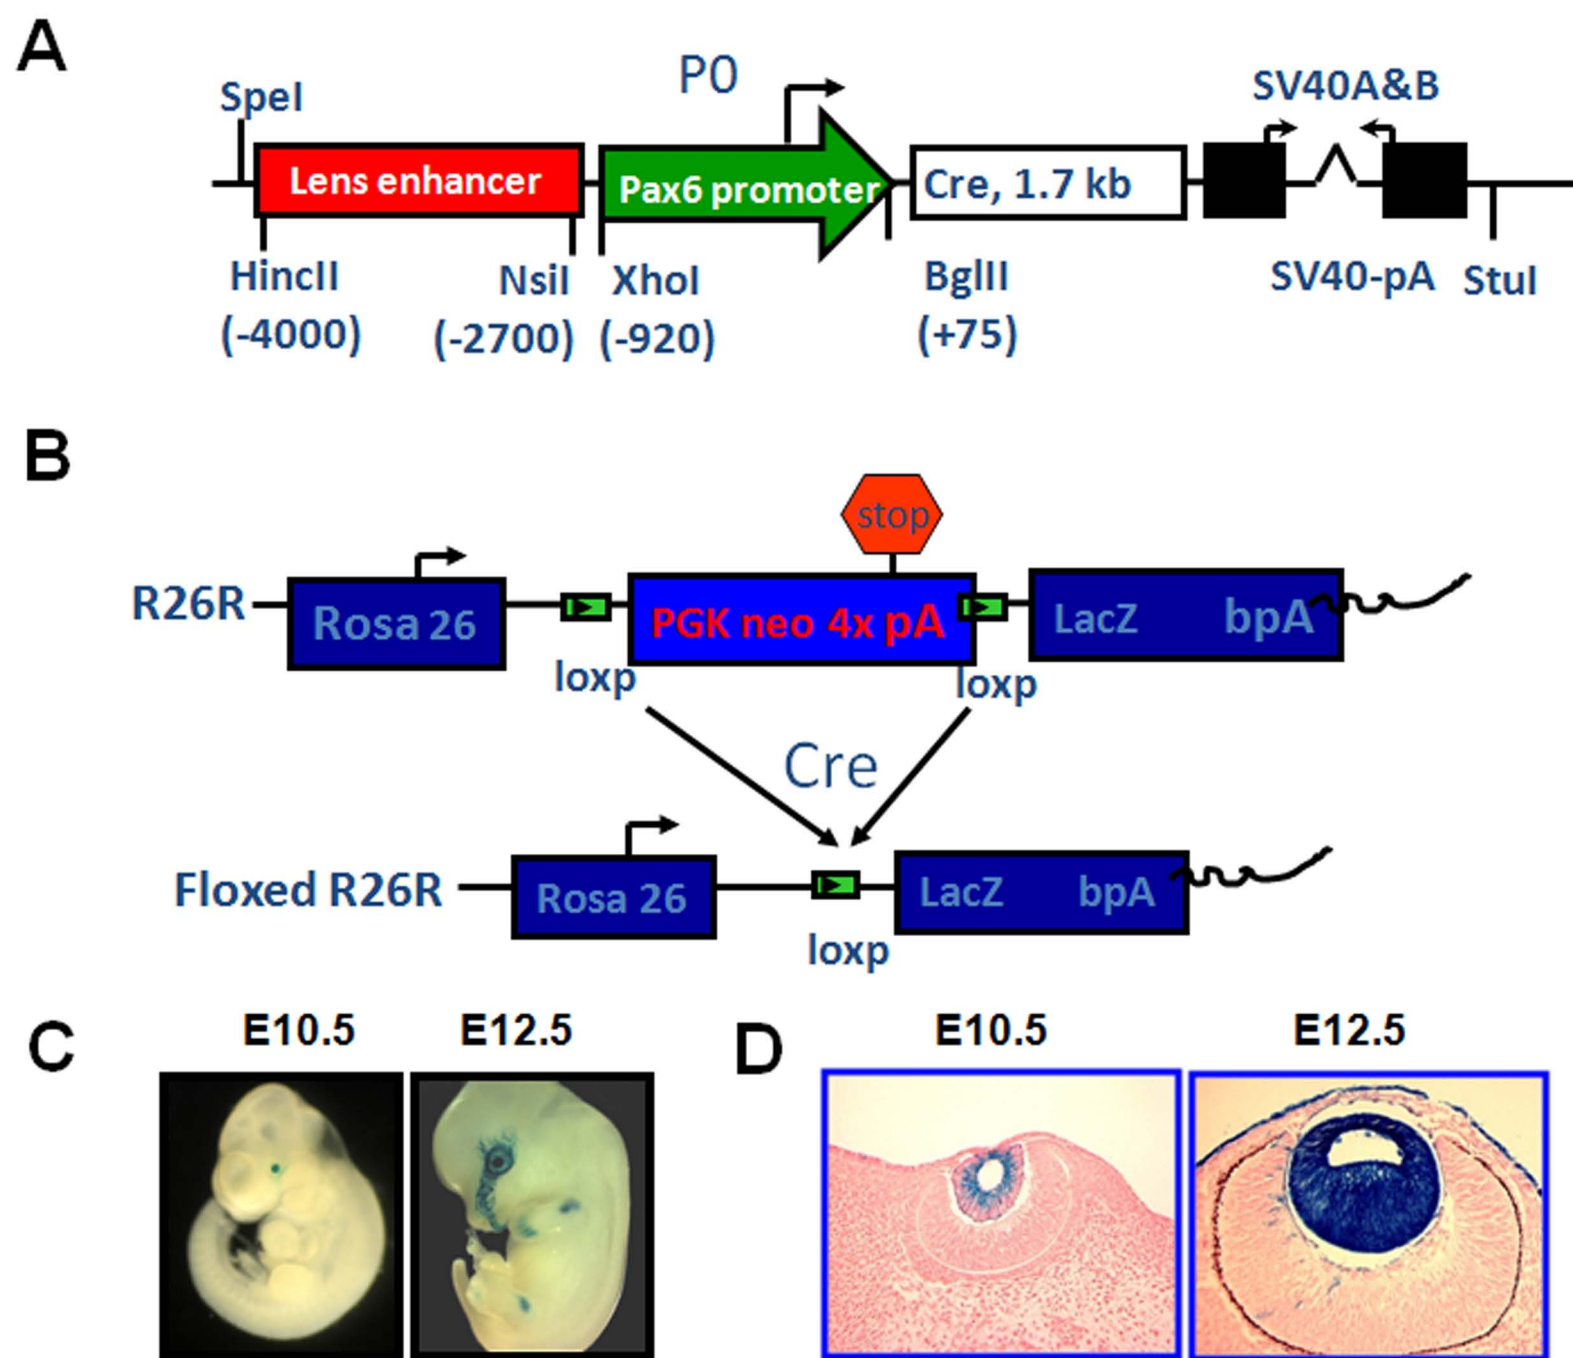

Supplementary Figure S2

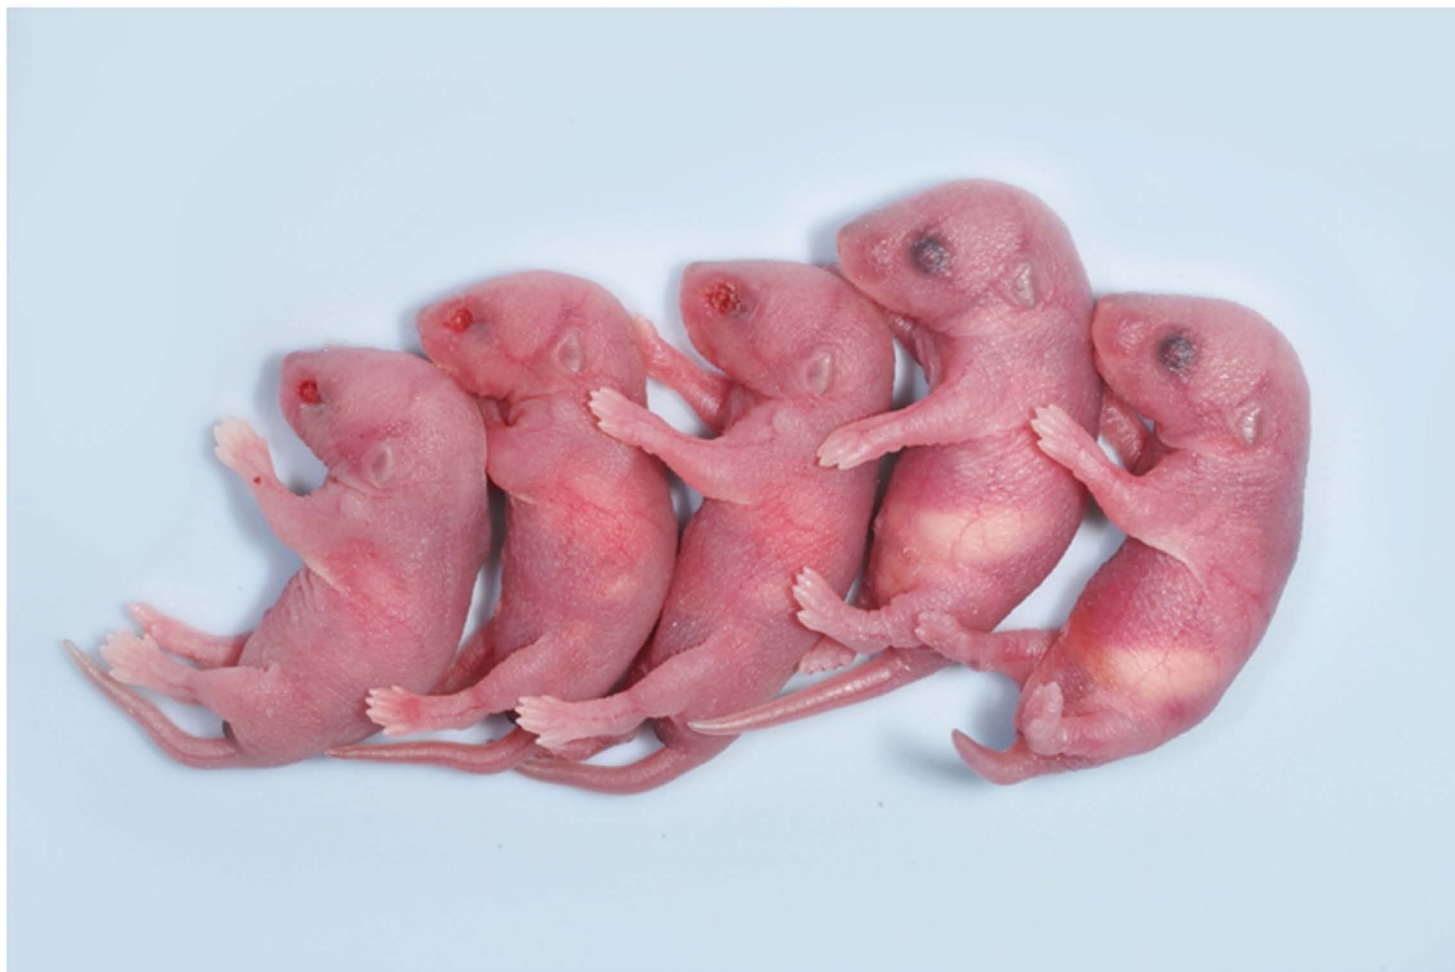

Supplementary Figure. S3

A

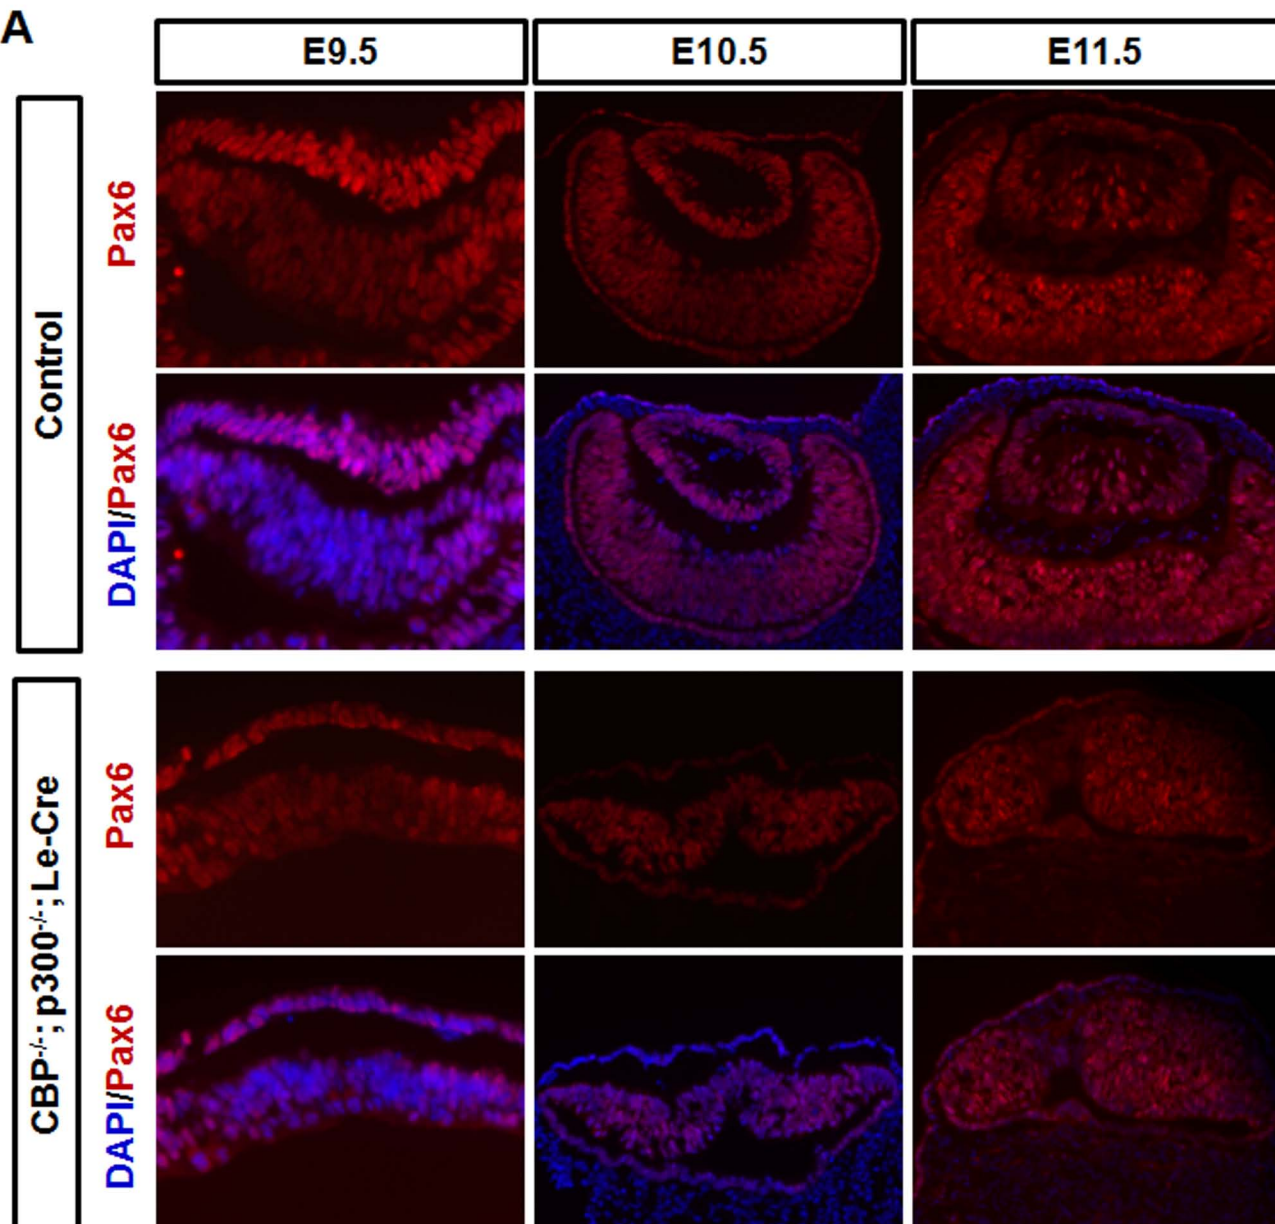

B

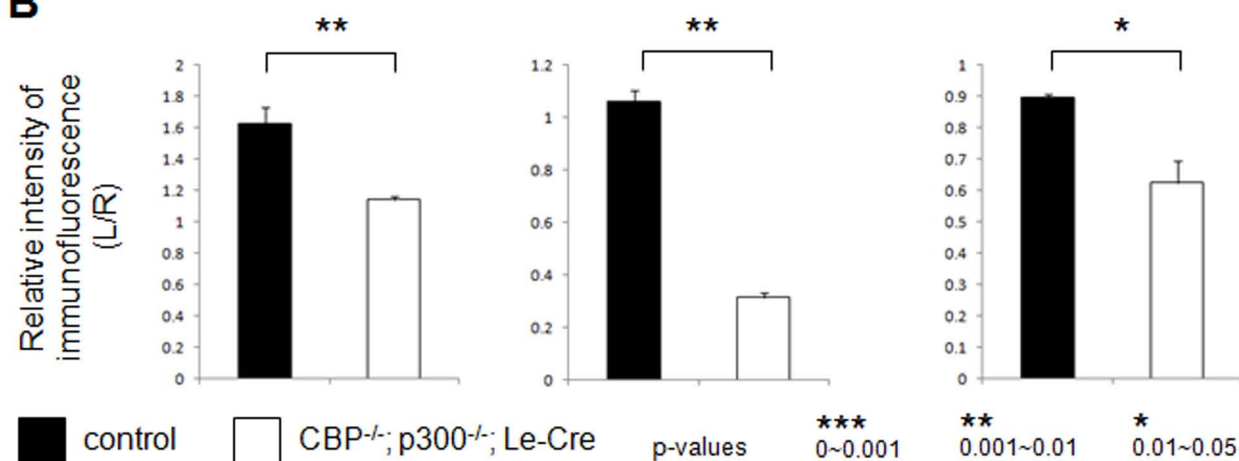

Supplementary Figure S4

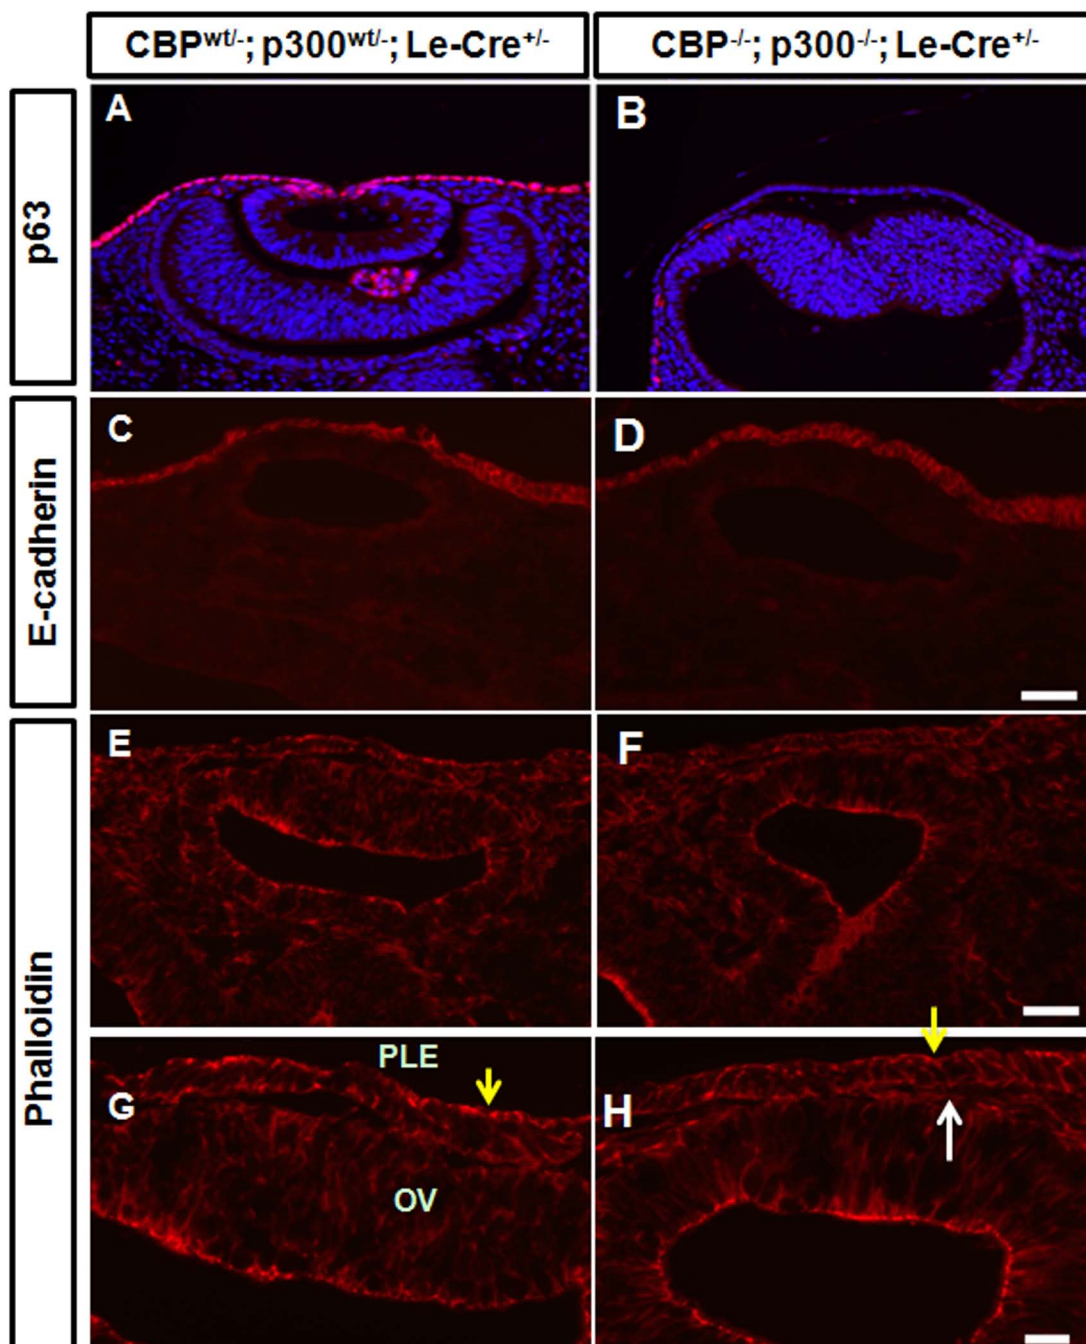

Supplementary Figure S5

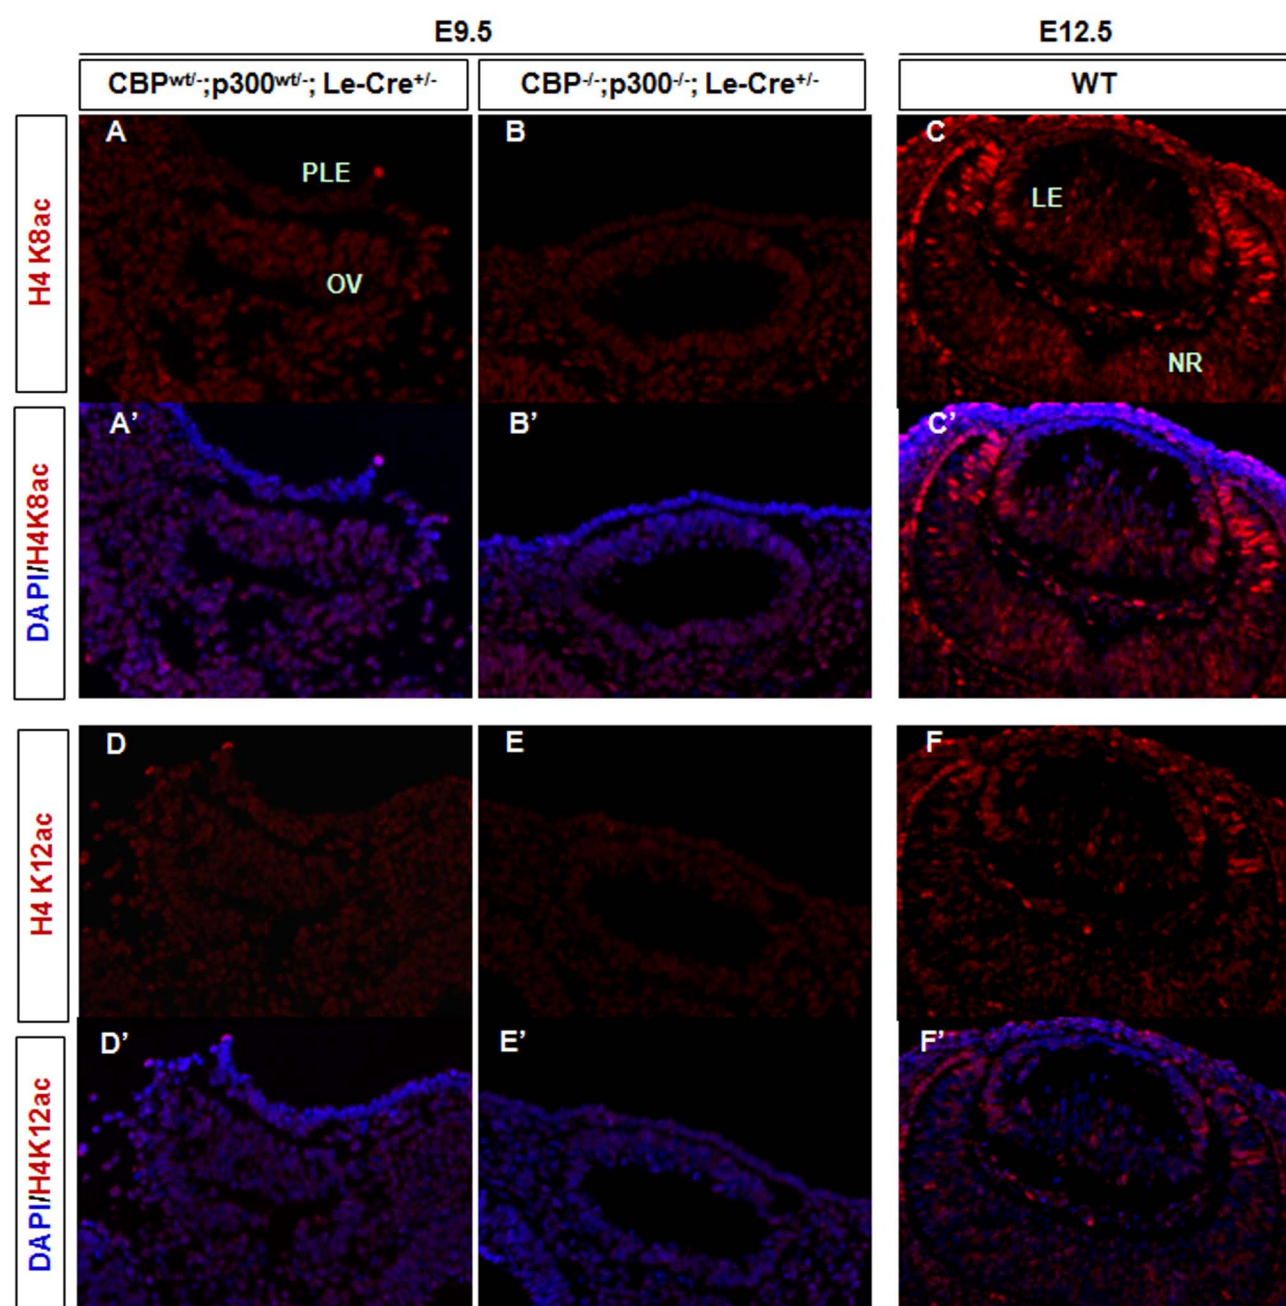

SUPPLEMENTAL DATA

Supplementary Table S1 (.xls)

Supplementary Figure S1: Pax6-Cre transgene. (A,B) Schematic diagrams of the Pax6-Cre construct (A) and the Rosa26R (R26R) allele. Cre expression in mice that are bigenic for Pax6-Cre and R26R will result in excision of the floxed PGK-neo-STOP cassette, and subsequent expression of the LacZ reporter (B). (C,D) LacZ staining in E10.5 and E12.5 embryos. At E10.5, whole mounts (C) and tissue sections (D) show that Cre activity is limited to the lens vesicle. At E12.5, X-gal staining is seen in all cells of the lens (D), all cells of the corneal ectoderm (D), a few scattered cells in the neural retina (D), a streak of ectodermal cells that runs from the eye field to the whisker field in the face (C) and a few distinct clusters of cells in the forelimbs and hindlimbs (C).

Supplementary Figure S2: Anophthalmia of newborn DCKO mice. Pax6-cre was used. The 3 newborns on the left are DCKO and have anophthalmia accompanied by an opening in the surface ectoderm in the location where the eye would normally be. A few pigmented cells can be detected under the skin in the region of the eye primordium in the DCKO newborns. The 2 newborns on the right are negative for Cre.

Supplementary Figure S3: Expression of Pax6 in “control” double heterozygous and DCKO E9.5, E10.5 and E11.5 embryos. A) Immunofluorescence detection of Pax6. B) Quantitative analysis of Pax6 expression.

Supplementary Figure S4: Investigation of epithelial cell markers: transformation related protein 63 (p63), E-cadherin and F-actin in DCKO mice. p63 (A-B), E-cadherin (C-D), and phalloidin staining (E-H) are shown. Panels (G) and (H) are higher magnifications of (E) and (F), respectively. Expression of p63 was evaluated by *in situ* hybridization. In the double heterozygous “control” embryo, p63 is expressed in the head surface ectoderm, but is silenced in the invaginated cells of the lens vesicle (A). In the DCKO embryo, the PLE cells have downregulated p63 expression (B). E-cadherin expression is unaltered (C, D). Apical and basal locations of F-actin are labeled by yellow and white arrows, respectively. Abbreviations: PLE, presumptive lens ectoderm; OV, optic vesicle, OV. Scale bar = 20 μ m.

Supplementary Figure S5: Detection of acetylated H4 K8 and H4 K12. Immunostaining for H4 K8ac in “control” double heterozygous E9.5 (A, A’), DCKO mutated E9.5 (B, B’), and E12.5 wild type (C, C’) embryos. Immunostaining for H4 K12ac in “control” double heterozygous E9.5 (D, D’), DCKO mutated E9.5 (E, E’), and E12.5 wild type (F, F’) embryos. Abbreviations: PLE, presumptive lens ectoderm; OV, optic vesicle; LE, lens; NR, neural retina; wild type, WT.

How the deposited data were processed for this re-analysis (not part of the article)

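RNA of E10.5 tissue, named lens placode for WT and surface ectoderm for CBP/p300 DCKO in the sample records, was measured on 6 Illumina bead arrays, 3 per genotype, all on 1 chip, so no chip batch could be tested. The authors deposited the mean bead intensity of each probe with no background subtraction or normalization, a detection p-value of each probe against its array's negative controls, exported from GenomeStudio (version not given in the sources used here), and a separate table of processed intensities. The table is on a linear scale, with 25.3% of values below 0 and a median of 16.9 on every array, and its log2 values, with values under 16 set to 16, correlated at 0.995 to 0.996 across tested probes with those computed here for the same array. The article names cubic spline normalization in GenomeStudio, whose test was not run here. Columns of bead numbers and bead standard errors, 12 in all, were not used.

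From the deposited intensities, log2 values were computed with neqc of limma 3.58.1 in R 4.3.3 (background by normexp from the detection p-values, offset 16, quantile normalization). Of 45281 probes, 34885 carry 1 gene symbol in the platform annotation, 18 carry several and 10378 are unnamed here; symbols were updated through Entrez identifiers with a table of assembly GRCm38.p6, which also gave the positions of genes. The 19552 probes with a detection p under 0.05 on at least 3 arrays were fitted with lmFit and eBayes, with no block, and p-values were adjusted by Benjamini-Hochberg. A lower bound on a fold sets the mean of the detected genotype against the mean, over the arrays of the undetected genotype, of the higher of the lowest detected value and the probe's own. A bound of this kind is also given, by a rule chosen after seeing the values, for some other called probes. These were detected on only 1 or 2 arrays of the dimmer genotype. There the detected arrays keep their own values, so it bounds the fold between means and not that of each array. Gene lists were tested with camera at a preset correlation of 0.01, which sets a list against other genes, with an estimated correlation as an alternative; fry, also run, asks instead whether a list's genes move one way, without comparing them with other genes. The other alternatives were the authors' processed values, normexp on all probes with an offset of 50, no background correction, scaling to the 75th percentile, no between-array normalization, no filter, a detection p under 0.01, eBayes with a trend and robust moderation, other thresholds, a replicate block, each array left out in turn, the mean of a gene's probes, and, for Table 1, ratios on the linear scale.

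The alternatives, the gene lists and the rule for named genes were set before the data were examined, but after values of Table 1 and Supplementary Table S1 had been seen. The rule takes genes of Table 1 and of the text, the 10 largest decreases and 10 largest increases among genes, each by its brightest probe and leaving out clone and predicted gene names, that were called and whose groups do not overlap, and up to 4 members of each list. Genes of Supplementary Table S1 outside this rule, such as Trpm3, Tnc, Slit2, Fn1 and Has2, were chosen after their values were seen. List members with no probe of that name or no tested probe were left out of the list's count. The number of arrays limits the precision. On simulated data with the tested probes' own means and spreads and 200 changed probes, in 20 runs, limma recovered 1.19% of changes of 1 on the log2 scale, 41.3% of changes of 2 and 78.9% of changes of 4, and 4.79% of its calls were false. The arrays gave 895 called probes, more than were changed in the simulation. The adjusted threshold was therefore looser on the arrays, and recovery may have been higher. A gene that did not pass can still have changed by 1 on the log2 scale. The Pax6 mutant arrays and the lens database were not analysed here.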

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

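The calls of limma, the gene lists and the normalizations were planned, and the tests of explanations in this part were chosen after the results were seen. The 895 called probes came from a comparison of 3 arrays with 3, for which 10 splits exist and 1 gave as many calls, the real one; the highest count of the others was 0, and with 10 splits no share under 0.05 can be reached.

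Macrophage markers, which the paper's text does not discuss, were lower in DCKO: 6 of 11 passed. Of the measured markers, 7 are in the decreased column of Supplementary Table S1, which was chosen on these samples. Mpeg1, whose probe was the brightest of these in WT, was at 9.58 ± 0.39 (SD, n = 3) in WT and 5.15 ± 0.13 (SD, n = 3) in DCKO and undetected on every DCKO array, and all 11 had negative log2 fold changes, with a median of -2.93, or -2.37 with undetected genes at their bound. Of the 11, 5 were undetected on every DCKO array. They met the detection filter only through WT, so the filter favoured their direction. Another 6 markers had no tested probe. An equal loss of every cell type other than lens was examined with 20 measured erythroid, endothelial, mesenchymal and neuronal markers. Their median log2 fold change was 0.030 (standard error of their mean 0.35), with 9 below 0 and 11 above. Col1a2, Prrx1 and Neurog2 were undetected on every WT array, and Isl1 was detected on 1. They were tested because DCKO arrays detected them, and could hardly show a loss. Such genes tilt the pooled median upward, so it cannot exclude an equal loss. The lists moved in different directions. Of 7 mesenchymal markers, 6 were above 0. All 4 erythroid markers were below 0, with a median of -0.63 and a shift down by camera (adjusted p = 0.0279). That call was lost at adjusted p = 0.124 with an estimated correlation. Hbb-bs, a globin gene not counted in the list, was lower by at least 6.13- and 5.04-fold on separate probes. A loss of erythroid cells is therefore not excluded. The pooled median replaced the highest median of these lists, 1.26 for periocular mesenchyme and neural crest markers, after both had been seen. The highest median picks the list least like the macrophage markers, so it cannot decide the question either. Fewer macrophages in the DCKO tissue, which laser microdissection of sections could bring about, and lower expression within the cells of the tissue cannot be told apart, since tissue and genotype go together.

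Surface ectoderm and epidermal genes, whose rise the paper does not discuss, were higher in DCKO for 6 of 15 members. The list's median log2 fold change was 1.18, and its lowest over the 5 other normalizations and background corrections was 0.79, with no background correction. The standard error of the members' mean in the main fit was 0.35. These settings moved the median of all tested probes only between -0.11 and 0.12, too little to bring the list to 0. The choice among them as the cause is therefore argued against, and other normalizations were not tried. A larger share of surface ectoderm outside the placode in the DCKO tissue may account for the 6 genes, and it cannot be told apart from a change in the mutant cells, since the sample records name different tissue for the genotypes.

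Y-linked genes, which the paper does not discuss, were detected on the same arrays as Xist, the X-inactivation transcript of female cells: all 4 Xist probes and at least 2 Y-linked genes were detected on 3 of 3 WT arrays. This argues against the reading that each WT array holds RNA of 1 embryo and is consistent with the pooling in the sample records. Whether DCKO held RNA of females only stays open, since Xist was detected on every DCKO array, and 1 of 3 Y-linked genes, Eif2s3y, was detected on each by 1 of its probes, which may share signal with an X-linked copy, untested here. An effect of embryo sex on other genes was not tested.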

How the results depend on the processing

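Of the 494 genes called, between 337 and 484 were called in the same direction under each other processing, filter, moderation or probe rule, but only 122 to 262 of them without 1 array and 116 with the replicate block; 0 were called in the opposite direction under any alternative. Counts of probes lower in DCKO and probes higher in DCKO stayed within 1.5 times under these rules, but not at other thresholds: 165 and 54 at an adjusted p under 0.01, 30 and 4 under 0.001, 2145 and 1870 at an unadjusted p under 0.05, and, added after seeing the data, 1060 and 790 under 0.01. Without 1 array, 170 to 398 probes were lower and 59 to 222 higher, the share of called probes that were lower was 63.9 to 74.2%, the overlap with the decreased column of Supplementary Table S1 was 79 to 179 genes and 0 to 1 probes of the targeted genes were lower, with fewer arrays in the fit. That share was 69.8% with 75th percentile scaling, 53.3% with no between-array normalization and 64.9% with no filter; the first pair of settings moved the median of all tested probes to -0.11 and 0.12. Targeted gene probes called lower numbered 2 with the authors' processed values and 2 with 75th percentile scaling. For the agreement of replicate arrays, the mean correlation was 0.944 with no background correction and 0.942 with no filter. The median fold decrease over Table 1 was 7.11, and 16.2 as a ratio of the authors' intensities, 3.13 as a ratio of signal without normalization and, chosen after seeing the data, 19.3 with DCKO means under 1 set to 1. The cause of these moves was not tested. With authors' processed values, called members numbered 5 of lens transcription factors, 2 of Wnt pathway response genes and inhibitors, 1 of endothelial markers, 2 of neuronal markers. With normexp on all probes, called members numbered 3 of Wnt pathway response genes and inhibitors, 7 of lens capsule and basement membrane genes, 4 of cell cycle genes, 2 of ribosome biogenesis genes, 1 of endothelial markers, 0 of Y-linked and Xist. With no background correction, called members numbered 3 of Wnt pathway response genes and inhibitors, 9 of lens capsule and basement membrane genes, 4 of cell cycle genes, 4 of ribosome biogenesis genes, 0 of Y-linked and Xist. With 75th percentile, called members numbered 2 of Wnt pathway response genes and inhibitors, 2 of ribosome biogenesis genes, 1 of endothelial markers, 2 of Y-linked and Xist. With no between-array normalization, called members numbered 5 of lens transcription factors, 3 of FGF and ERK response genes, 0 of cell cycle genes, 1 of p53 target and apoptosis genes, 0 of Y-linked and Xist. With no filter, called members numbered 2 of Wnt pathway response genes and inhibitors, 3 of ribosome biogenesis genes. With detection p below 0.01, called members numbered 2 of cell cycle genes, 1 of p53 target and apoptosis genes, 2 of ribosome biogenesis genes, 2 of neuronal markers. With eBayes trend and robust, called members numbered 3 of Wnt pathway response genes and inhibitors, 8 of lens capsule and basement membrane genes, 4 of cell cycle genes, 1 of other lysine acetyltransferases, 4 of ribosome biogenesis genes, 1 of immediate early and dissociation response genes, 1 of endothelial markers, 2 of neuronal markers. With mean of all tested probes of a gene, called members numbered 8 of lens capsule and basement membrane genes, 2 of cell cycle genes, 2 of p53 target and apoptosis genes, 1 of endothelial markers, 2 of neuronal markers, 2 of Y-linked and Xist. Without 1 array, the ranges were 0 to 1 of BMP ligands and response genes, 0 to 3 of FGF and ERK response genes, 0 to 1 of Notch pathway genes, 0 to 0 of Y-linked and Xist, 0 to 2 of cell cycle genes, 0 to 1 of erythroid markers, 0 to 1 of immediate early and dissociation response genes, 1 to 5 of lens capsule and basement membrane genes, 3 to 7 of lens transcription factors, 0 to 2 of neuronal markers, 1 to 2 of periocular mesenchyme and neural crest markers, 0 to 1 of ribosome biogenesis genes, 3 to 5 of surface ectoderm and epidermal genes. Fry, which asks whether a list's genes move one way and not whether they move more than other genes, called these lists that camera did not, with medians of p53 target and apoptosis genes 0.12 (adjusted p = 0.0126), immediate early and dissociation response genes -0.77 (adjusted p = 0.0222), periocular mesenchyme and neural crest markers 1.26 (adjusted p = 0.0110), neuronal markers 0.99 (adjusted p = 0.0167), Y-linked and Xist -0.83 (adjusted p = 0.00333). List medians whose camera call or direction changed were Y-linked and Xist with authors' processed values -1.37 (adjusted p = 0.0199); Y-linked and Xist with 75th percentile -1.11 (adjusted p = 0.0423); Y-linked and Xist with no between-array normalization -0.87 (adjusted p = 0.0262); Notch pathway genes with no filter -0.55 (adjusted p = 0.0590); optic vesicle and retina markers with no filter -0.0013 (adjusted p = 0.855); Y-linked and Xist with no filter -0.83 (adjusted p = 0.0143); Notch pathway genes with detection p below 0.01 -0.77 (adjusted p = 0.0754); other lysine acetyltransferases with detection p below 0.01 -0.13 (adjusted p = 0.897); optic vesicle and retina markers with detection p below 0.01 -0.074 (adjusted p = 0.915); other lysine acetyltransferases with mean of all tested probes of a gene 0.065 (adjusted p = 0.983); Y-linked and Xist with mean of all tested probes of a gene -0.83 (adjusted p = 0.0293); FGF and ERK response genes with camera with an estimated correlation -1.29 (adjusted p = 0.0538); BMP ligands and response genes with camera with an estimated correlation 0.33 (adjusted p = 0.101); Wnt pathway response genes and inhibitors with camera with an estimated correlation -0.96 (adjusted p = 0.0538); Notch pathway genes with camera with an estimated correlation -0.77 (adjusted p = 0.107); ribosome biogenesis genes with camera with an estimated correlation -0.68 (adjusted p = 0.0538); erythroid markers with camera with an estimated correlation -0.63 (adjusted p = 0.124); without 1 array they ranged -0.86 to -0.53 for Notch pathway genes, -0.93 to -0.75 for Y-linked and Xist, -0.75 to -0.55 for erythroid markers, -0.88 to -0.42 for immediate early and dissociation response genes, -0.12 to 0.094 for other lysine acetyltransferases. Log2 fold changes that changed sign, all of genes that did not pass, were Emcn -0.064 (75th percentile), Fgf15 -0.12 (75th percentile), Six3 0.070 (no between-array normalization), Ep300 0.15 (no between-array normalization), Hba-x 0.053 (no between-array normalization), Six3 0.18 (mean of all tested probes of a gene), and, without 1 array, Bmp7 -0.67 to 0.15, Cldn5 -0.36 to 0.95, Ep300 -0.67 to 0.38, Fgf15 -0.16 to 0.44, Hba-x -0.53 to 0.077, Six3 -0.57 to 0.14.

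Replicate numbers paired the arrays weakly at most. Deviations of same-numbered arrays from their genotype means correlated at 0.0105 to 0.0332, against -0.0335 to 0.0008 for differently numbered arrays. The same-numbered pairs were the higher, though all values were near 0. With the replicate block, 156 probes were lower and 49 higher, the share of called probes that were lower was 76.1%, with an overlap with the decreased column of Supplementary Table S1 of 82 genes and 0 probes of the targeted genes lower, and called members numbered 3 of lens transcription factors, 3 of surface ectoderm and epidermal genes, 1 of FGF and ERK response genes, 0 of BMP ligands and response genes, 1 of lens capsule and basement membrane genes, 0 of cell cycle genes, 0 of ribosome biogenesis genes, 0 of erythroid markers, 1 of periocular mesenchyme and neural crest markers, 0 of Y-linked and Xist. Signal over background limits folds of genes undetected in a genotype to bounds.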

Differences from the paper's values

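The paper reports 2418 altered transcripts, 1569 decreased and 849 increased, at P < 0.05 from GenomeStudio; its text names a correction for multiple comparisons for a list at P < 0.001 and none for these counts. Limma at an adjusted p under 0.05 called 895 probes, 549 lower and 346 higher. Of the alternatives set before the data were examined, an unadjusted p under 0.05 came within 1.5 times of the paper's decreased count, at 2145, but not of its increased count, at 1870, or its total, at 4015. Every other alternative set then, by processing, filter, threshold, block or left-out array, differed for all 3 counts. An unadjusted p under 0.01, chosen after seeing the values, came within 1.5 times of the paper's counts, with 1060 probes lower in DCKO and 790 probes higher in DCKO, and it drops 128 of the 492 tested genes that the paper's Supplementary Table S1 lists as decreased.

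The folds of Table 1 appear to be on another scale, the ratio of genotype means of the authors' processed intensities. For the brightest probe, that ratio matched the paper's fold, rounded to 2 digits, within 10% or 0.5 for 25 of 32 genes, against 11 for the fold of limma, and with any probe of a gene allowed, a looser match chosen after seeing the data, for 29. Crygd and Cryba2 have no ratio, since their DCKO means were -8.74 and -1.10; a DCKO mean under 1 set to 1, a rule chosen after seeing the values, brought the count to 27 for the brightest probe and the looser one to 31. For Maf the paper gives about 17 in Table 1, read by eye, and limma 5.86; the ratio of the authors' processed intensities was 5.98, which differs, and that of the signal without normalization 2.89, which differs. For Sparc the paper gives about 13 in Table 1, read by eye, and limma 2.23; the ratio of the authors' processed intensities was 2.19, which differs, and that of the signal without normalization 1.79, which differs. For Cdh2 the paper gives about 20 in Table 1, read by eye, and limma 11.8; the ratio of the authors' processed intensities was 20.1, which does not differ, and that of the signal without normalization 2.98, which differs. For Mab21l1 the paper gives about 3 in Table 1, read by eye, and limma 1.5; the ratio of the authors' processed intensities was 1.47, which differs, and that of the signal without normalization 1.29, which differs. For Meis1 the paper gives about 7 in Table 1, read by eye, and limma 1.24; the ratio of the authors' processed intensities was 1.24, which differs, and that of the signal without normalization 1.05, which differs. For Tdrd7 the paper gives about 20 in Table 1, read by eye, and limma 5.89; the ratio of the authors' processed intensities was 20.4, which does not differ, and that of the signal without normalization 1.96, which differs. The limma folds of Cdh2 and Tdrd7 depend on the background, and their bounds of at least 9.16- and 4.46-fold do not exclude the paper's folds. Dimmer probes came closer for Sparc, with a ratio of 13.1, Mab21l1, 2.52, and Meis1, 7.11, and limma called these probes lower.

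The paper gives P under 0.001 for all genes of Table 1; here 27 of 32 were lower at an adjusted p under 0.05, and Sparc, Mab21l1, Meis1, Crygn and Pax6 did not pass by their brightest probe. Alternatives that called them lower were, for Sparc with normexp on all probes (adjusted p = 0.0407), no background correction (adjusted p = 0.0271), eBayes trend and robust (adjusted p = 0.0169) and mean of all tested probes of a gene (adjusted p = 0.00301), Mab21l1 with mean of all tested probes of a gene (adjusted p = 0.0420), Meis1 with mean of all tested probes of a gene (adjusted p = 0.0235), Crygn with no background correction (adjusted p = 0.0499) and Pax6 with no background correction (adjusted p = 0.0277) and eBayes trend and robust (adjusted p = 0.0101). The paper counts Otx1 among decreased genes, and here it was higher by at least 5.19-fold (adjusted p = 0.0217), while Maf, Sox2, Prox1, Pitx3 and Zeb2, named beside it, were lower. The paper lists Six3, Bmp7, Bcor, Sox11 and Jun as reduced. Here their log2 fold changes were -0.17, -0.27, -1.54, 0.25 and -1.19, with limma adjusted p-values of 0.857, 0.790, 0.117, 0.575 and 0.451. Cited2, Mycn and Etv5 were lower. For Six3 the paper also measured protein by immunofluorescence, against double heterozygous controls, and found less in the mutant ectoderm. Array RNA against WT tissue is another measure with another control. Crystallin genes that the paper gives as reduced by over 100-fold fell here at least 85.0-fold for Crybb3, 37.8-fold for Cryge, 22.1-fold for Crygd and 7.26-fold for Cryba2, bounds that do not exclude the paper's folds. The paper reports a loss of p63 expression in the presumptive lens region of mutants by in situ hybridization. In its double heterozygous controls, p63 was expressed in surface ectoderm and silent in invaginated lens cells. On the arrays Trp63, the gene of p63, was higher in DCKO by at least 4.47-fold (adjusted p = 0.0219 from limma), against WT tissue named lens placode. The reference tissue and controls are unlike, and why the results differ was not tested.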

Other observations

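Lists of pathway genes gave these results. Of 8 Wnt response genes and inhibitors, 1 was lower by limma, Sfrp1 (6 lower when adjusted over the list alone), and the list shifted down by camera (adjusted p = 2.58e-05), a call lost at adjusted p = 0.0538 with an estimated correlation; 3 of 8 are in the decreased column of Supplementary Table S1, chosen on these samples. Of 7 Notch pathway genes, 1 was lower, Hey1, a Notch target that fell 5.88-fold (adjusted p = 0.0144 from limma), and the list shifted down by camera (adjusted p = 0.0183), a call lost at adjusted p = 0.107 with an estimated correlation. Of 16 ribosome biogenesis genes, 1 was lower, Rrp12, and 15 had negative log2 fold changes, and the list shifted down by camera (adjusted p = 3.29e-04), a call lost at adjusted p = 0.0538 with an estimated correlation. Of 18 cell cycle genes, 1 was lower, Ccnd1 (3 lower and 1 higher when adjusted over the list alone). Of 10 p53 target and apoptosis genes limma called 0, with 3 higher at an unadjusted p under 0.05 and 3 higher when adjusted over the list alone; 1 of 2 dimmer tested probes of Mdm2 was higher, with a log2 fold change of 2.28 (adjusted p = 0.0307 from limma), while its brightest had -0.020. Of 6 immediate early and dissociation response genes limma called 0, with 1 lower at an unadjusted p under 0.05, and camera did not call the list (adjusted p = 0.0896, or adjusted p = 0.181 with an estimated correlation). The test no longer called Hey1 without WT replicate 1 or 3 (adjusted p = 0.0617 to 0.0695), Rrp12 without WT replicate 1, 2 or 3 (adjusted p = 0.0695 to 0.0825) and Ccnd1 without WT replicate 1, 2 or 3 or DCKO replicate 1 or 2 (adjusted p = 0.0736 to 0.121).

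Of 15 other lysine acetyltransferase genes, limma called 0, with log2 fold changes from -0.76 to 1.01, 1 lower at an unadjusted p under 0.05, a median of -0.11 and a mean of 0.014, which differ in sign. A change of 1 on this scale was rarely recovered in simulated data, whose 200 changed probes set a stricter adjusted threshold than the arrays. The targeted genes check the sample names only in part, since the article's text does not place the deleted exons relative to the probes. The tested Crebbp probes had log2 fold changes of -0.097, -0.57, -0.76, and none passed; of 4 tested Ep300 probes, 1 was lower, by at least 2.87-fold (adjusted p = 0.0159 from limma), and the brightest had a log2 fold change of -0.030 (adjusted p = 0.984). Trp63, which encodes the epidermal factor p63, was higher in DCKO by at least 4.47-fold (adjusted p = 0.0219 from limma) and was detected on 1 WT array. The article found p63 lost in the presumptive lens region of mutants. Its double heterozygous controls expressed p63 in surface ectoderm but not in invaginated lens cells, so the comparisons are unlike. Cdh1, which encodes E-cadherin, had a log2 fold change of -0.82 (standard error 0.25, adjusted p = 0.126 from limma). The list of Y-linked genes and Xist had 1 member lower by its brightest probe, Kdm5d, of 4 measured; the dimmer tested probe of Eif2s3y was lower by at least 4.26-fold (adjusted p = 0.00242 from limma), and its brightest did not pass (adjusted p = 0.0538). Camera did not call the list (adjusted p = 0.0612, or adjusted p = 0.181 with an estimated correlation). Calls that ended with 1 array left out were those of Trp63 without WT replicate 1, 2 or 3 or DCKO replicate 3 (adjusted p = 0.0558 to 0.0942) and Kdm5d without WT replicate 1, 2 or 3 or DCKO replicate 1, 2 or 3 (adjusted p = 0.0561 to 0.141).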
